# C9orf72/ALFA-1 controls TFEB/HLH-30-dependent metabolism through dynamic regulation of Rag GTPases

**DOI:** 10.1371/journal.pgen.1008738

**Published:** 2020-04-13

**Authors:** Yon Ju Ji, Janet Ugolino, Tao Zhang, Jiayin Lu, Dohoon Kim, Jiou Wang

## Abstract

Nutrient utilization and energy metabolism are critical for the maintenance of cellular homeostasis. A mutation in the *C9orf72* gene has been linked to the most common forms of neurodegenerative diseases that include amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD). Here we have identified an evolutionarily conserved function of C9orf72 in the regulation of the transcription factor EB (TFEB), a master regulator of autophagic and lysosomal genes that is negatively modulated by mTORC1. Loss of the *C*. *elegans* orthologue of C9orf72, ALFA-1, causes the nuclear translocation of HLH-30/TFEB, leading to activation of lipolysis and premature lethality during starvation-induced developmental arrest in *C*. *elegans*. A similar conserved pathway exists in human cells, in which C9orf72 regulates mTOR and TFEB signaling. C9orf72 interacts with and dynamically regulates the level of Rag GTPases, which are responsible for the recruitment of mTOR and TFEB on the lysosome upon amino acid signals. These results have revealed previously unknown functions of C9orf72 in nutrient sensing and metabolic pathways and suggest that dysregulation of C9orf72 functions could compromise cellular fitness under conditions of nutrient stress.

## Author summary

An expansion of repeated nucleotides in the non-coding region of the *C9orf72* gene has been linked to the neurodegenerative diseases amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD). The repeat expansion leads to a reduced expression of the *C9orf72* gene and loss of function of the C9orf72 protein may contribute to the pathogenesis. In this study, we identified a new mechanism through which C9orf72 influences nutrient sensing, autophagy, and metabolism. In the multi-cellular organism *Caenorhabditis elegans*, the C9orf72 orthologue regulates the activity of TFEB, a crucial transcriptional regulator of autophagic and lysosomal genes, through which the lipid metabolism and survival are influenced especially under nutrient stress conditions. The regulatory effect of C9orf72 on TFEB is conserved in mammals, and this is mediated by the dynamic regulation of the Rag GTPases by C9orf72. Given the critical role of the Rag GTPases in nutrient sensing and autophagy, we propose that the C9orf72 function is important for metabolic homeostasis in the cell and its deficiency can lead to compromised fitness under stress conditions.

## Introduction

Recognition of a hexanucleotide repeat expansion (HRE) in the *C9orf72* gene as the most common cause of the neurodegenerative diseases amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD) has opened avenues for understanding the molecular mechanisms of a number of neurological diseases [1, 2]. In addition to being the most common cause of ALS and FTD, two related neurodegenerative conditions [3], there is genetic evidence to suggest that the C9orf72 repeat expansion also contributes to Alzheimer’s disease [4–7], Huntington’s disease [8], and other neurological conditions, including multiple system atrophy [9], depressive pseudodementia [10], and bipolar disorder [11]. How the C9orf72 repeat expansion leads to neurodegeneration remains to be determined, although both gain-of-toxicity and loss-of-function mechanisms have been proposed. The gain-of-toxicity mechanisms involve both RNA and protein products generated from the expanded hexanucleotide repeats. However, the dysregulation of the C9orf72 protein as a result of the repeat expansion could contribute to the pathogenesis of the relevant diseases. Multiple studies have demonstrated that *C9orf72* RNA and protein levels are decreased in the brains and other tissues of ALS/FTD patients, who carry hundreds to thousands of the hexanucleotide repeats, when compared to normal individuals, who typically have only several repeats [12–16]. Moreover, loss of C9orf72 hypersensitizes cells to stress [17], and the haploinsufficiency of C9orf72 leads to neurodegeneration in human motor neurons [18].

Increasing evidence suggests that C9orf72 plays a role in the regulation of autophagic and lysosomal activity. Studies of the C9orf72 protein have revealed a DENN-like domain in its structure and its functions involved in membrane trafficking, the autophagy-lysosome pathway, autoimmunity, and metabolism [19–30]. C9orf72 has been shown to influence the initiation of autophagy via the serine/threonine-protein kinase ULK1 [23–26]. C9orf72 has also been reported to interact with several members of the Rab GTPase family, including Rab1, Rab5, Rab7, and Rab11, and may show activity characteristic of a guanine exchange factor [19, 28]. Moreover, C9orf72 has been shown to modulate the activity of mTORC1, a protein complex that regulates many cellular processes, including autophagy [22, 27]. We have previously reported that loss of C9orf72 protein causes the aberrant activation of transcription factor EB (TFEB), the master transcription factor for lysosomal genes by promoting its nuclear translocation [27]. CARM1, a histone arginine methyltransferase and a co-activator of TFEB, is recruited by C9orf72 to lysosomes for degradation under conditions of nutrient stress [30]. However, how C9orf72 regulates mTORC1 and TFEB signaling and downstream autophagic and lysosomal activity remains unknown.

Here we report the findings of a function of C9orf72 that is evolutionarily conserved from *C*. *elegans* to humans in the regulation TFEB signaling and downstream activity. While utilizing *C*. *elegans* as a model organism to study the conserved function of C9orf72, we identified a nutrient-dependent survival phenotype that is attributable to a defect in lipid metabolism. These phenotypes in *C*. *elegans* are dependent on the regulation of TFEB. In mammalian cells, C9orf72 was found to interact with Rag GTPases and regulate the activation of TFEB. These results suggest that the Rag GTPases are the key player in the mechanism through which C9orf72 regulates TFEB signaling and downstream metabolic processes.

## Results

### The *C*. *elegans* orthologue of C9orf72, *alfa-1*, is essential for survival in L1 diapause

The human C9orf72 has an orthologue in *C*. *elegans*, the F18A1.6 gene, also recently named as *alfa-1* (ALS/FTD-associated gene homolog 1) [31]. We analyzed the domain structure of ALFA-1 and found that it shares the same DENN domains with human C9orf72, including the uDENN, cDENN, and dDENN domains (Fig 1A). We obtained a mutant strain of the *alfa-1* gene with a mutant allele *(ok3062)* consisting of 486-bp deletion and 24-bp insertion in the region of exons 3 and 4. To study the nature of *alfa-1(ok3062)*, we generated a rabbit polyclonal antibody against ALFA-1. ALFA-1 was detected near the 100-kDa protein size standard in wild-type N2 *C*. *elegans* by western blot analysis (Fig 1B). As expected, no signal was detected in *alfa-1(ok3062)* near the 100-kDa size marker. Moreover, no additional smaller band was detected as being unique in *alfa-1(ok3062)*, suggesting that this mutant allele is a null allele. With this allele, we saw no gross defects at the adult stage, and the brood size was comparable to that in wild-type N2 (S1A Fig).

**Fig 1:**
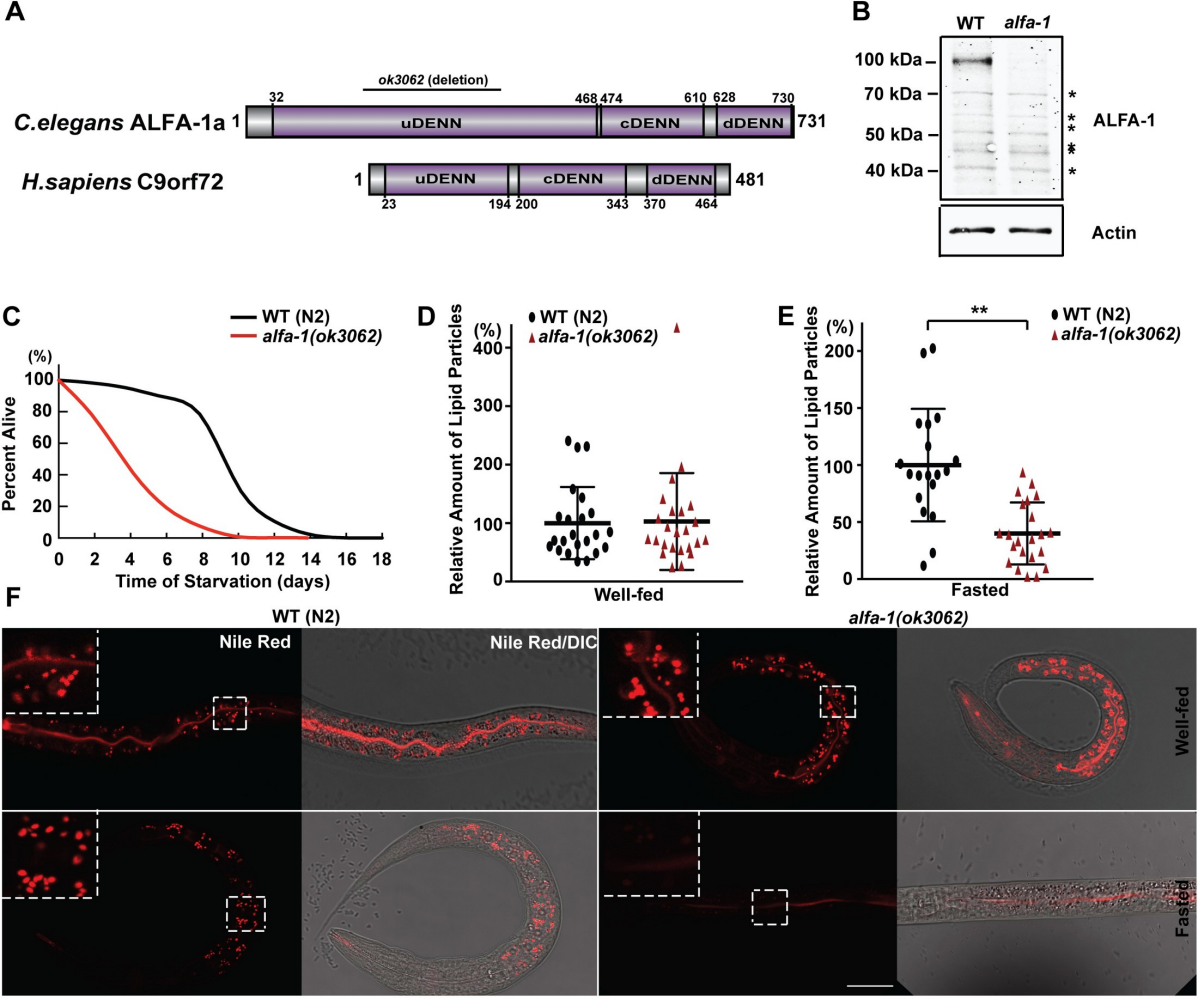
The *C*. *elegans* orthologue of C9orf72, *alfa-1*, regulates lipid metabolism at L1 diapause. (A) The domain structure of the *C*. *elegans* ortholog of C9orf72, *alfa-1*. The DENN domain structure was found using the Scanprosite tool in the ExPASy Bioinformatics Resource Portal with amino acid sequences of ALFA-1, isoform a. The deletion region of the *ok3062* allele is indicated by the bar. (B) Western blot analysis of ALFA-1. ALFA-1 runs at approximately 100 kDa in protein samples from wild-type animals. Asterisks indicate non-specific bands. (C) Percentage of L1 worms that survived to adulthood after starvation for the indicated time at L1. Survival of *alfa-1(ok3062)* after starvation was lower than that of wild-type *C*. *elegans*. (D) Quantification of the lipid particles stained with Nile Red in wild-type and *alfa-1(ok3062) C*. *elegans* under the well-fed condition. No significant difference was found in the number of Nile Red particles between N2 and *alfa-1(ok3062)*. [*p* = 0.8975, n = 23 for wild-type and n = 24 for *alfa-1(ok3062) C*. *elegans*]. (E) Quantification of the lipid particles stained with Nile Red in wild-type and *alfa-1(ok3062) C*. *elegans* under the starvation condition. The number of Nile Red particles in *alfa-1(ok3062)* was significantly lower than that of wild-type *C*. *elegans*. [**p<0.0001, n = 19 for wild-type and n = 22 for *alfa-1(ok3062) C*. *elegans*]. (F) Representative images of Nile Red staining of L1 worms. Upper panels show the Nile Red staining of wild-type and *alfa-1(ok3062) C*. *elegans* under well-fed conditions, and the lower panels show the staining patterns of the worms under starvation conditions. Enlarged images of the boxed areas are shown in each panel. Nile Red staining was decreased in *alfa-1(ok3062*) when compared to wild-type *C*. *elegans* under the starvation conditions. Distribution of data points is presented with mean ± SD. Scale bar: 20 μm.

The L1 larva is the first developmental stage after *C*. *elegans* embryos are hatched; this stage lasts for several hours when nutrients are abundant. If the embryos are hatched in the absence of food, the worms can survive but are arrested at the L1 stage for a few weeks without the occurrence of any major morphological changes; this arrest is referred to as the L1 diapause. Consistent with a previous report [32], we found that *alfa-1(ok3062)* displayed a significantly decreased survival at the L1 stage under starvation conditions when compared to the N2 strain (Fig 1C). Since a key player in the insulin signaling pathway, *daf-16*, has been reported to regulate L1 diapause [33], we asked whether the regulation of L1 diapause by *alfa-1* is dependent on the insulin signaling pathway. To address this question, we performed a genetic interaction analysis between *alfa-1* and the key loss-of-function mutants in the insulin signaling pathway, including *daf-2(e1370)* and *daf-16(mu86)*, with reference to the survival of L1 worms under the starvation conditions (S1B Fig).

DAF-2 is an insulin-like receptor that inhibits the nuclear translocation of DAF-16, which is the FOXO transcription factor in *C*. *elegans* and controls the expression of genes regulating development and L1 diapause [33]. We first examined the genetic interaction between *alfa-1(ok3062)* and *daf-2(e1370)*. Unlike *alfa-1(ok3062)*, which showed decreased L1 survival under the starvation conditions when compared to N2, *daf-2(e1370)* alone showed increased survival. Interestingly, *alfa-1(ok3062);daf-2(e1370)* double mutants exhibited decreased survival similar to *alfa-1(ok3062)* alone (S1B Fig), indicating that *alfa-1* is epistatic to *daf-2*. Next, we generated and challenged the double mutant *daf-16(mu86);alfa-1(ok3062)* under the same starvation conditions. Unlike *alfa-1(ok3062)*, *daf-16(mu86)* did not show decreased L1 survival when they were starved for two days. However, the survival of *daf-16(mu86)* sharply decreased after starvation for four days, consistent with the previous reports [34]. Furthermore, *daf-16(mu86);alfa-1(ok3062)* exhibited decreased L1 survival when compared to *alfa-1(ok3062)* or *daf-16(mu86)* alone (S1C Fig), suggesting that *alfa-1* regulates L1 survival under starvation in parallel to *daf-16*. The Insulin-like signaling pathway in *C*. *elegans* is also well-known to regulate longevity, therefore we asked if *alfa-1(ok3062)* longevity is changed under normal conditions. Notably, unlike *daf-2(e1370)* and *daf-16(mu86)*, which regulated lifespan, *alfa-1(ok3062)* did not influence the lifespan of *C*. *elegans* under normal conditions (S1D Fig). In addition, the longevity of *alfa-1(ok3062);daf-2(e1370)* and *daf-16(mu86);alfa-1(ok3062)* double mutants was similar to that of *daf-2(e1370)* and *daf-16(mu86)* single mutants, respectively, suggesting that *alfa-1* does not regulate the longevity under normal condition. Taken together, *alfa-1* regulates specifically L1 survival under the nutrient stress.

### HLH-30/TFEB is abnormally activated upon loss of *alfa-1*/C9orf72

To understand the molecular changes as a result of the loss of *alfa-1*, we analyzed the transcriptome profiles of *alfa-1(ok3062)* mutants and WT controls by using microarrays. Because *alfa-1(ok3062)* showed decreased survival at L1 diapause under starvation, we decided to analyze the transcriptome at the L3/L4 stage after starvation. Both N2 and *alfa-1(ok3062) C*. *elegans* were synchronized at the larval stage. Then, the L3/L4 stage *C*. *elegans* under the well-fed conditions and another set of worms starved for 6 hr were harvested for RNA extraction and whole-transcriptome microarray analysis (S2A Fig). It was previously reported that 6-hr starvation was sufficient to induce transcriptomic changes in young adults [35]. 

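The array value of *alfa-1* itself was lower in each *alfa-1(ok3062)* sample than in any N2 sample. Its log2 value was 9.25 ± 0.119 (SD, n = 4) in well-fed N2, the wild-type strain, and 7.60 ± 0.0242 (SD, n = 4) in well-fed *alfa-1(ok3062)* worms. The log2 fold change was -1.64 (standard error 0.0927, adjusted p = 1e-07 from limma). After 6 hr without food it was 9.40 ± 0.171 (SD, n = 4) in N2 and 7.52 ± 0.125 (SD, n = 4) in *alfa-1(ok3062)*. The log2 fold change was -1.89 (standard error 0.0927, adjusted p = 1.21e-08 from limma). The well-fed N2 samples numbered 1 to 4 had log2 values of 9.21, 9.39, 9.11 and 9.28, and the starved N2 samples 9.50, 9.23, 9.59 and 9.30. The well-fed mutant samples had log2 values of 7.62, 7.63, 7.59 and 7.57, and the starved mutant samples 7.39, 7.56, 7.67 and 7.45. An exact permutation test of 4 samples against 4 gave p = 0.0286 in either condition (two-sided), the smallest p that this design allows. Which part of *alfa-1* the probes cover, relative to the region deleted in ok3062, is not given in the sources used here. In all, 16 Affymetrix C. elegans arrays were compared, 4 for each strain and condition. The deposited values are log2 expression values per probe set, which the submitters' processing notes credit to RMA and Partek. Their median per array lay between 5.80 and 5.85, and no further normalization was applied. Of 29317 probe sets, 25546 were paired with 1 gene, and 25498 genes were tested, each by its probe set with the highest mean. Limma was fitted to all 16 arrays with a mean for each of the 4 groups, with p-values adjusted by the Benjamini-Hochberg method over the 25498 genes. A gene was taken to have changed at an adjusted p under 0.05. This design, the 41 gene lists and the rule for which genes are named were set before the data were examined. The sample labels give the stage as L3 where the paper gives L3/L4. They describe the fed controls as kept in M9 buffer with food for 6 hr where the paper describes them as frozen at once, and they name the strains IW313 and IW314 where the paper names N2 and RB2260. The methods describe the worms of each strain as divided equally among tubes. Nothing in the sources used here says that the 4 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.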

The transcriptome profiling data were analyzed using the Ingenuity Pathway Analysis platform to identify the molecular function categories in which the differentially regulated genes were enriched. 

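Among 203 tested genes of lipid metabolism, 1 fell and 0 rose in well-fed *alfa-1(ok3062)* worms relative to well-fed N2 at an adjusted p under 0.05 from limma. In starved *alfa-1(ok3062)* worms relative to starved N2, 3 fell and 1 rose. The list covers lipases, fatty acid oxidation, synthesis and activation, phospholipid, sphingolipid and sterol enzymes, and lipid-binding proteins. The gene that fell under both conditions was *lipl-1*, which encodes a lysosomal lipase. Its log2 value was 7.50 ± 0.161 (SD, n = 4) in well-fed N2 and 6.69 ± 0.276 (SD, n = 4) in the well-fed mutant. The log2 fold change was -0.80 (standard error 0.139, adjusted p = 0.0317 from limma). In starved worms it was 6.82 ± 0.119 (SD, n = 4) in N2 and 5.90 ± 0.234 (SD, n = 4) in the mutant. The log2 fold change was -0.92 (standard error 0.139, adjusted p = 0.0133 from limma). In the starved mutant *lips-5*, which encodes a protein of the lipase family, had a log2 fold change of -0.75 (standard error 0.132, adjusted p = 0.0410 from limma). That of *asm-2*, which encodes an acid sphingomyelinase, was -0.62 (standard error 0.107, adjusted p = 0.0399 from limma). The gene *far-3*, which encodes a fatty acid and retinol binding protein, rose in the starved mutant by 1.82 on the log2 scale (standard error 0.315, adjusted p = 0.0399 from limma). In the well-fed worms the log2 fold changes of *lips-5*, *asm-2* and *far-3* were -0.66, -0.42 and 0.66, and none of these passed the test (adjusted p = 0.109, 0.414 and 1.00 from limma). Adjusted over the list alone, 6 members were lower and 0 higher in the well-fed mutant, and 6 were lower and 4 higher in the starved mutant. At an unadjusted p under 0.05 from limma, 11 members were lower and 7 higher in the well-fed mutant and 16 were lower and 15 higher in the starved mutant. By the methods' t-test at an unadjusted p under 0.05 the counts were 16 lower and 12 higher in the well-fed mutant, and 12 lower and 10 higher in the starved mutant. Among the genes that passed the test, the list held 4 of 24 in the starved worms where 0.191 was the number expected (one-sided Fisher's exact test, p = 3.66e-05, adjusted p = 0.00075 over the 41 lists). In the well-fed worms it held 1 of 23 (Fisher's exact test, p = 0.168, adjusted p = 1). The same test passed in well-fed worms with arrays weighted by their quality (p = 0.00045 by Fisher's exact test) and over the genes at an unadjusted p under 0.05 by limma (p = 0.0078 by Fisher's exact test). Over those at an unadjusted p under 0.05 by the methods' t-test it passed in well-fed (p = 0.000488 by Fisher's exact test) and in starved worms (p = 0.0243 by Fisher's exact test). As a set the 203 genes had no direction that passed camera, with a median log2 fold change of 0.02 in either condition (p = 0.798 in the well-fed and 0.136 in the starved worms, 0.848 and 0.278 with an estimated correlation). With the preset correlation the starved list passed camera after quantile (p = 0.0191) or cyclic loess (p = 0.00605) normalization, without dim probe sets (p = 0.0168) and without N2 starved replicate 1 (p = 0.035). The direction under these settings was not recorded. The 21 sphingolipid genes were lower as a set in the well-fed mutant (camera, adjusted p = 0.0265, and adjusted p = 0.736 with an estimated correlation) and in the starved mutant (adjusted p = 0.0420, and 0.492 with an estimated correlation). With 1 array left out the set did not pass camera in 5 of 8 fits of the well-fed worms, with adjusted p of up to 0.137 without N2 well-fed replicate 2. In the starved worms it did not in 4 of 8, with up to 0.193 without N2 starved replicate 1. The overlap in the starved worms did not pass the Fisher's exact test without N2 starved replicate 2 (p = 1), N2 starved replicate 3 (p = 0.134), mutant starved replicate 2 (p = 1) or mutant starved replicate 4 (p = 1). With the replicate number as a block or with the 8 starved arrays fitted alone, 0 of the 203 genes passed, *lipl-1*, *lips-5*, *asm-2* and *far-3* included (Fisher's exact test, p = 1), and over the genes at an unadjusted p under 0.05 from limma p was 0.104 by the same test. The fall of *lipl-1* in the well-fed worms passed limma in 1 of the 8 fits that each left out 1 array, with adjusted p of up to 0.157. In the starved worms *lipl-1* passed in 5 of such fits, and *lips-5*, *asm-2* and *far-3* in 3 each, all being lost without N2 starved replicate 2, mutant starved replicate 2 or mutant starved replicate 4 (adjusted p of up to 0.165 from limma). The genes *lipl-1* and *far-3* lie on chromosome V with 37 tested genes between them in the assembly WBcel235. Counted as 1 gene, a choice made after their values were seen, they gave p = 0.000772 by Fisher's exact test in the starved worms.

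**Figure D1:**
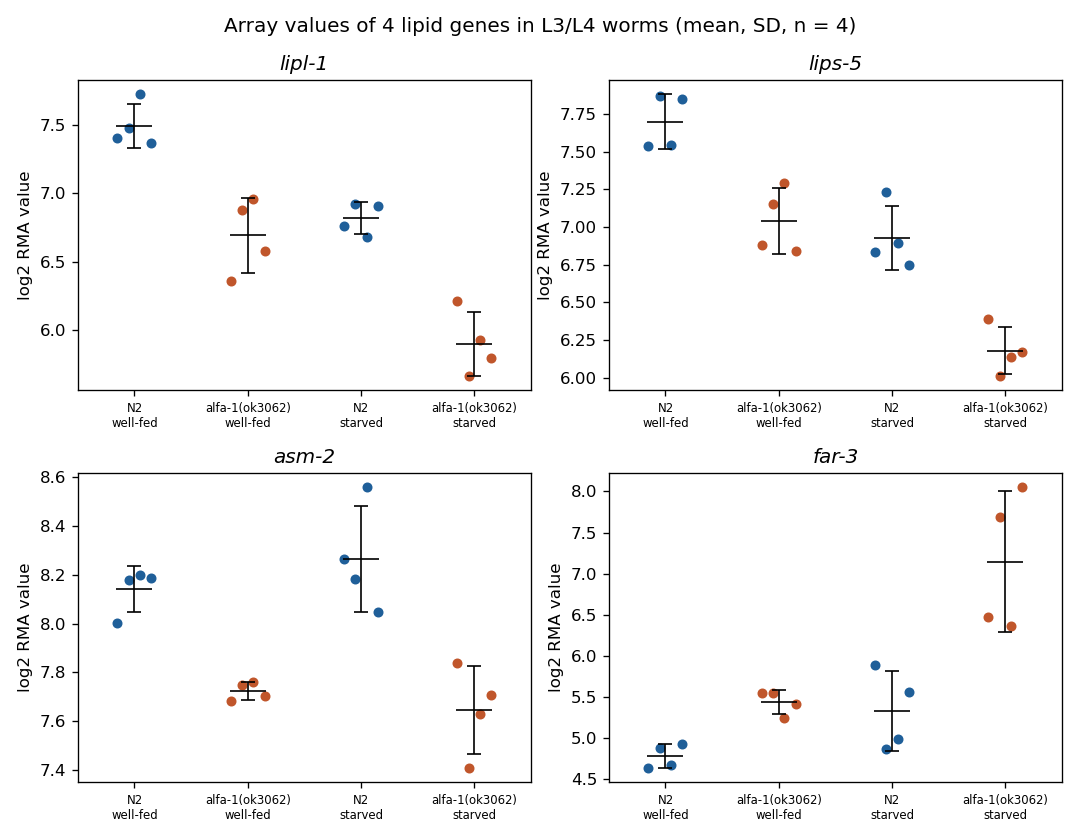
Log2 RMA value of *lipl-1*, *lips-5*, *asm-2* and *far-3* on each array of the 4 groups, with N2 in blue and *alfa-1(ok3062)* in orange. Horizontal bars are means and error bars are SD (n = 4), on axes that do not start at 0. The mutant arrays lie below the N2 arrays for *lipl-1* in both conditions and above them for *far-3*.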

Under both well-fed and starvation conditions, the most significantly represented molecular function related to the changes as a result of the loss of *alfa-1* pointed to lipid metabolism (S2B–S2E Fig). Notably, amino acid metabolism is also highly relevant to the changes as a result of the loss of *alfa-1* in *C*. *elegans* under starvation conditions (S2D and S2E Fig). These data suggested that *alfa-1* may influence metabolism especially that of lipids in the intact worms.

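Of 78 tested genes of amino acid metabolism, 0 passed limma in starved *alfa-1(ok3062)* worms relative to starved N2. The gene closest to it was *odc-1*, which encodes ornithine decarboxylase, an enzyme of polyamine synthesis. Its log2 value was 8.93 ± 0.320 (SD, n = 4) in starved N2 and 9.93 ± 0.359 (SD, n = 4) in the starved mutant, a log2 fold change of 1.00 (standard error 0.189, adjusted p = 0.0671 from limma). The next smallest p-values belonged to *fah-1*, which encodes fumarylacetoacetase of tyrosine breakdown, with a log2 fold change of 0.23, to *gln-2*, a glutamine synthetase gene, with -0.32, and to *sams-5*, an S-adenosylmethionine synthetase gene, with 0.29 (adjusted p = 0.316, 0.332 and 0.339 from limma). The arrays of the mutant and of N2 overlapped for these last genes and did not overlap for *odc-1*. Adjusted over the list alone, 1 member, *odc-1*, was higher and 0 were lower. At an unadjusted p under 0.05, 6 members were higher and 4 lower by limma, and 5 were higher and 1 lower by the methods' t-test, which left 0 after the Benjamini-Hochberg adjustment. The median log2 fold change of the list was 0.0022, and camera gave no direction (p = 0.447, and p = 0.610 with an estimated correlation). With the arrays normalized again by cyclic loess, camera with its preset correlation gave p = 0.0177, in a direction that was not recorded, with 0 members passing limma. In the well-fed worms 0 members passed limma, with 1 higher and 1 lower at an unadjusted p under 0.05. Of the array's amino acid genes, pah-1, phgdh-1, psat-1, psph-1 and agxt-2 had no probe set under those names.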

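A part of the genes that differed between the strains was the same in fed and starved worms. Of the 23 genes that passed limma in well-fed and the 24 that passed in starved worms, 12 passed in both with the same direction, where independent lists would share 0.0216 (Fisher's exact test, p = 2.31e-32). Of the 12, *hmg-11*, a high mobility group gene, was higher in the mutant and 11 were lower. The lower genes included *pho-4*, of the acid phosphatase family, *ugt-64*, a UDP-glucuronosyltransferase gene, the C-type lectin genes *clec-43* and *clec-72*, and *thn-2*, of the thaumatin family. Besides *alfa-1* and *lipl-1*, the others that were lower in both were *T19C9.8*, *mbug-1*, *cct-4*, which encodes a subunit of the CCT chaperonin, and *sdc-3*, a gene of the dosage compensation pathway. The genes *cct-4* and *sdc-3* are named after their values were seen. Of the 23 genes from the well-fed worms, 22 had the same sign of change in the starved worms, and of the 24 from the starved worms all 24 had the same sign in the well-fed worms. The gene with the opposite sign was *T28A11.20*, with a log2 fold change of -1.31 in well-fed and 0.01 in starved worms. The difference between the strain effects in starved and in fed worms was tested as an interaction. Of 25498 genes 0 passed limma, with a smallest adjusted p of 0.735 and 1641 genes at an unadjusted p under 0.05. The largest interaction among the genes passing in starved worms was that of *dct-8*, a gene known as a DAF-16 target. Its log2 fold change was 0.15 in well-fed and 1.65 in starved worms, a difference of 1.50 (adjusted p = 0.735 from limma). Across all genes, which are not independent replicates, the log2 fold changes between the strains in fed and starved worms had a Pearson correlation of 0.0709. Of the 78 amino acid and 203 lipid genes, 0 passed the interaction test, with 5 and 18 at an unadjusted p under 0.05. The overlap fell to 5 genes when each comparison was fitted to its own 8 arrays and to 3 by the methods' t-test after adjustment, and was 163 by that test without adjustment. The fed and starved worms of a strain were divided from the same collected worms, as the methods describe, so a difference between the cultures of the strains would be shared by both comparisons. So would sequence variants of the mutant strain other than the *alfa-1* deletion. The genes *hmg-11*, *pho-4* and *cct-4* lie within 4 Mb of *alfa-1*, a window without a significant excess in fed or starved worms (one-sided Fisher's exact test, p = 0.361 and 0.0657). That test counts genes without regard to size. The largest rise and fall in fed and starved worms were those of *hmg-11* (log2 fold change 2.31 and 2.48) and *pho-4* (-2.10 and -2.09). Variants linked to *alfa-1* are therefore not excluded for these genes. From the pathway categories of the differing genes (S2B–S2E Fig), the paper proposes an influence of *alfa-1* on metabolism, that of lipids above all, in the whole worm.

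**Figure D2:**
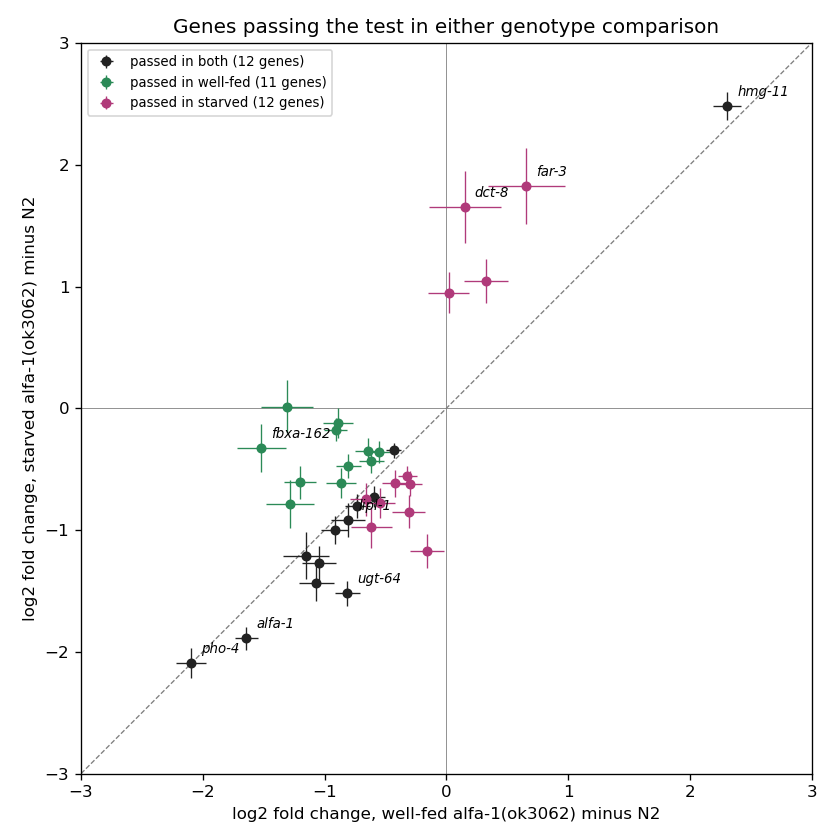
Log2 fold change between *alfa-1(ok3062)* and N2 in well-fed worms (horizontal) and in starved worms (vertical) for the 35 genes that passed limma in either comparison. Points are estimates from 4 arrays against 4, error bars are standard errors, and the dashed line marks equal change. The 12 genes passing in both (black) changed in the same direction in fed and starved worms.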

Next, we asked whether the survival phenotype of the *alfa-1(ok3062)* mutants at L1 diapause is related to any changes in lipid metabolism. During L1 diapause, a metabolic change is needed to preserve the energy necessary for the long-term survival under starvation conditions. As a major energy source in the starvation conditions, the fat content is stored in the intestine of *C*. *elegans* and when in need digested in lysosomes. Therefore, the lysosome is an important organelle for regulating energy metabolism in the cell. Nile Red, a vital dye that has long been used to detect the lipid in the *C*. *elegans* intestine [36], was reported to stain the lipid in the lysosome-related organelles [37]. When L1 or adult worms in well-fed conditions were treated with Nile Red, we detected no differences between *alfa-1(ok3062)* and wild-type N2 control animals (Fig 1D–1F and S3A and S3B Fig). However, when L1 worms cultured under starvation conditions were stained with Nile Red, we observed a significantly lower signal in the *alfa-1(ok3062)* mutants than in the N2 controls (Fig 1E and 1F). These data suggest a defect in lipid metabolism in the lysosome-related organelles of *alfa-1(ok3062)* mutants that could explain the premature death of the L1 mutants under starvation conditions.

TFEB, a basic helix-loop-helix leucine zipper transcription factor, is a master regulator of lysosome biogenesis, autophagy, and lipid metabolism [38–40]. HLH-30, the *C*. *elegans* orthologue of TFEB, has been reported to regulate gene expression involved in autophagy and lipolysis [41, 42]. As in mammalian cells, when adult *C*. *elegans* is starved, HLH-30 is translocated from the cytoplasm into the nucleus and turns on the expression of target genes promoting autophagy and lipolysis [41, 43]. Therefore, we utilized the HLH-30::GFP reporter to monitor the subcellular localization and activation status of the transcription factor. Interestingly, during starvation-induced L1 diapause, HLH-30::GFP was observed in the cytoplasm of all cells in N2 worms, suggesting that there is a mechanism to inhibit the nuclear translocation and activation of HLH-30 during L1 diapause in wild-type animals (Fig 2A and 2B). In contrast, *alfa-1(ok3062)* mutants in L1 diapause showed an HLH-30::GFP distribution in the nuclei of the cells, indicating that HLH-30 was abnormally activated in the absence of *alfa-1* (Fig 2A and 2C). The level of HLH-30::GFP expression appeared to be slightly increased, but not significantly statistically, in *alfa-1(ok3062)* when compared to that in wild-type N2 at the L1 stage under starvation conditions (S3C and S3D Fig).

**Fig 2:**
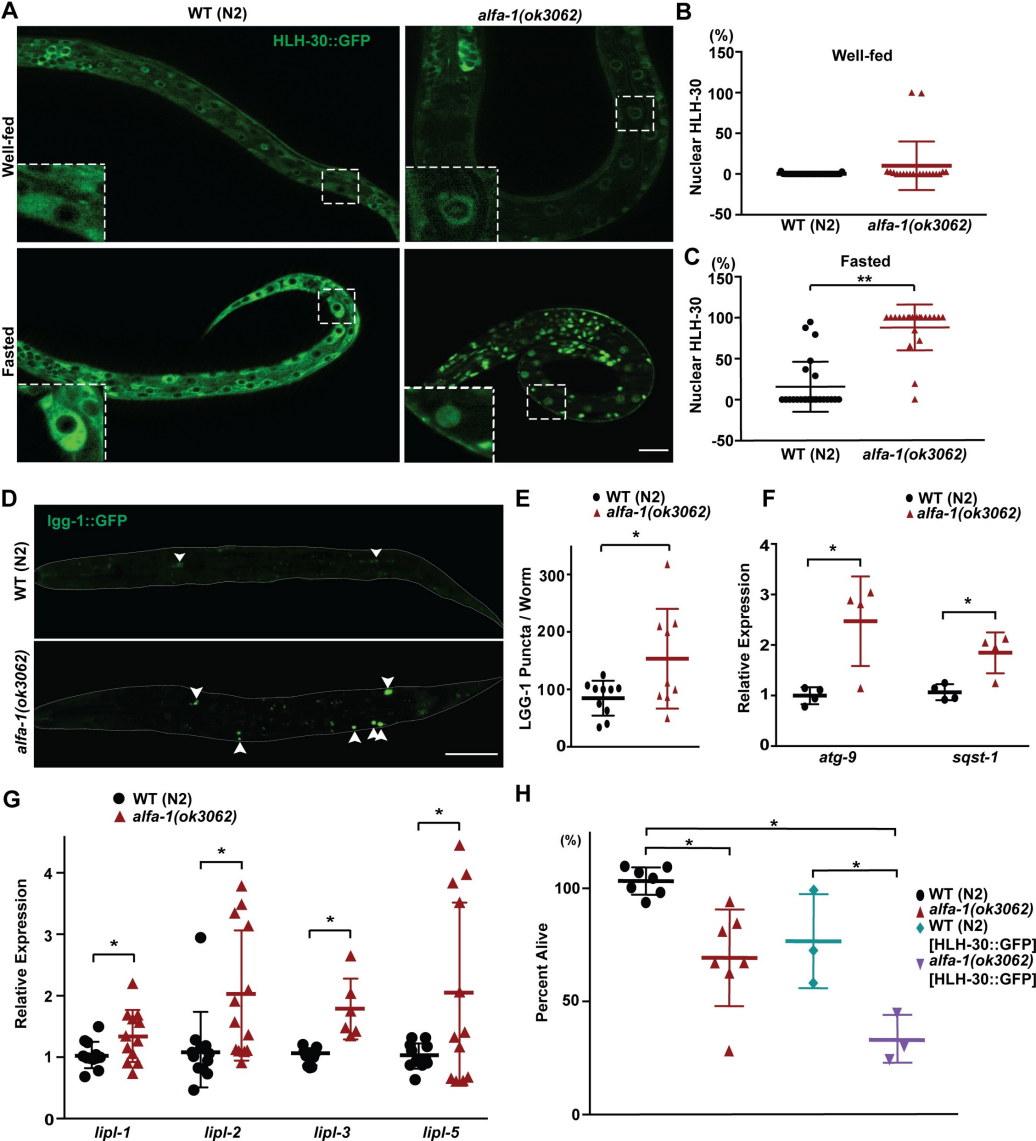
HLH-30/TFEB is abnormally activated in *alfa-1(ok3062)*. (A) Representative images of HLH-30::GFP expression patterns in wild-type or *alfa-1(ok3062) C*. *elegans* under well-fed (upper panels) or starvation (lower panels) conditions. Enlarged images of the boxed areas are shown in each panel. Wild-type worms at the L1 stage showed the signals in the cytoplasm of the cells, whereas *alfa-1(ok3062)* of the same stage showed the signals in the nuclei of the cells under starvation conditions. Well-fed L1 stage worms of both wild-type and *alfa-1(ok3062)* showed HLH-30::GFP in the cytoplasm. (B) Quantification of nuclear HLH-30::GFP in wild-type and *alfa-1(ok3062) C*. *elegans* under well-fed conditions. [*p* = 0.0799, n = 29 for wild-type and n = 21 for *alfa-1(ok3062) C. elegans*]. (C) Quantification of nuclear HLH-30::GFP in wild-type and *alfa-1(ok3062) C*. *elegans* under starvation conditions. [**p<0.0001, n = 24 for wild-type and *alfa-1(ok3062) C*. *elegans*]. (D) Representative images of LGG-1::GFP in the L1 worms starved for autophagy analysis. Worms are outlined with the gray line, and the white arrowhead indicates an autophagosome. (E) The number of LGG-1::GFP puncta per worm in the starved L1 worms. [*p<0.05, n = 10 for wild-type and n = 9 for *alfa-1(ok3062) C*. *elegans*]. (F) Relative expression levels of autophagy genes, including *atg-9* and *sqst-1*, as measured by RT-PCR, in starved L1-stage worms. [*p<0.05, n = 4 for all groups]. (G) Relative expression levels of four *lipase* genes, *lipl-1*, *lipl-2*, *lipl-3*, and *lipl-5*, as measured by RT-PCR, in starved L1-stage worms. [*p<0.05, n = 12 for *lipl-1*, *lipl-2*, and *lipl-5* and n = 6 for *lipl-3*]. (H) Percentage of HLH-30::GFP-expressing L1 worms that survived after 4 days of starvation. [*p<0.05, n = 7 for wild-type and *alfa-1(ok3062) C*. *elegans* and n = 3 for HLH-30::GFP-expressing wild-type and *alfa-1(ok3062) C*. *elegans*]. Distribution of data points is presented with mean ± SD. Scale bar: 20 μm.

Next, we confirmed that HLH-30 is functionally activated in *alfa-1(ok3062)* at L1 diapause. We first monitored autophagy using *C*. *elegans* LGG-1, the orthologue of mammalian LC3, labeled with GFP. Upon starvation, the distribution of LGG-1 changes from a diffuse pattern to a punctate pattern of autophagosomes in *C*. *elegans* [44, 45]. At L1 diapause, enlarged and increased numbers of autophagosomes, as marked by LGG-1::GFP, were observed in *alfa-1(ok3062)* mutants when compared to wild-type controls (Fig 2D and 2E), suggestive of heightened autophagic activity. Second, we measured the expression levels of the autophagy genes, *atg-9* and *sqst-1*, which are also HLH-30 target genes at the transcription level [42]. By RT-qPCR analysis, we found that the mRNA levels of *atg-9* and *sqst-1* were significantly higher in *alfa-1(ok3062)* at L1 diapause than in wild-type controls (Fig 2F), consistent with the notion that HLH-30 activation promotes the transcription of autophagy genes. Finally, we measured the expression level of four lipase genes, *lipl-1*, *lipl-2*, *lipl-3*, and *lipl-5*, that are known to be regulated by HLH-30 [41]. As expected, the levels of mRNA expressions for all the tested genes showed an upregulation in *alfa-1(ok3062)* at L1 diapause when compared to wild-type controls (Fig 2G). Taken together, these results support the concept that HLH-30 is abnormally activated in *alfa-1(ok3062)*.

### Abnormal activation of HLH-30/TFEB in *alfa-1(ok3062)* contributes to the decrease in lipids as well as survival at the L1 stage during starvation

We then asked how HLH-30 activities might contribute to the decreased survival phenotype at L1 diapause in *alfa-1(ok3062)* mutants. We first examined how HLH-30 overexpression influences survival at L1 diapause. Survival was decreased when HLH-30::GFP was overexpressed in wild-type N2 worms at L1 diapause, and the phenotype worsened when HLH-30::GFP was overexpressed in *alfa-1(ok3062)* (Fig 2H), consistent with the idea that the abnormal activation of HLH-30 in *alfa-1(ok3062)* causes a decrease in survival at L1 diapause.

We then asked whether the overexpression of HLH-30 causes the decrease in lipid in lysosome-related organelles of *alfa-1(ok3062)* at L1 diapause. We determined whether HLH-30 is responsible for the digestion of lipids at L1 diapause by staining the worms with Nile Red. Similar to *alfa-1(ok3062)*, overexpression of HLH-30::GFP in wild-type N2 animals decreased the Nile Red staining at L1 diapause (Fig 3A and 3B), indicating that HLH-30 indeed promotes the digestion of the lipids. While overexpression of HLH-30::GFP in wild-type *C*. *elegans* decreased the Nile Red staining compared to the control, the level of Nile Red staining was still higher than in *alfa-1(ok3062)*, suggesting that overexpressed HLH-30::GFP was partially inhibited by ALFA-1 in wild-type worms. Indeed, loss of *alfa-1* in HLH-30::GFP overexpression *C*. *elegans* decreased the Nile Red staining signal to the level similar to that of *alfa-1(ok3062)* alone, suggesting that loss of *alfa-1* is sufficient to activate HLH-30 for lipid digestion.

**Fig 3:**
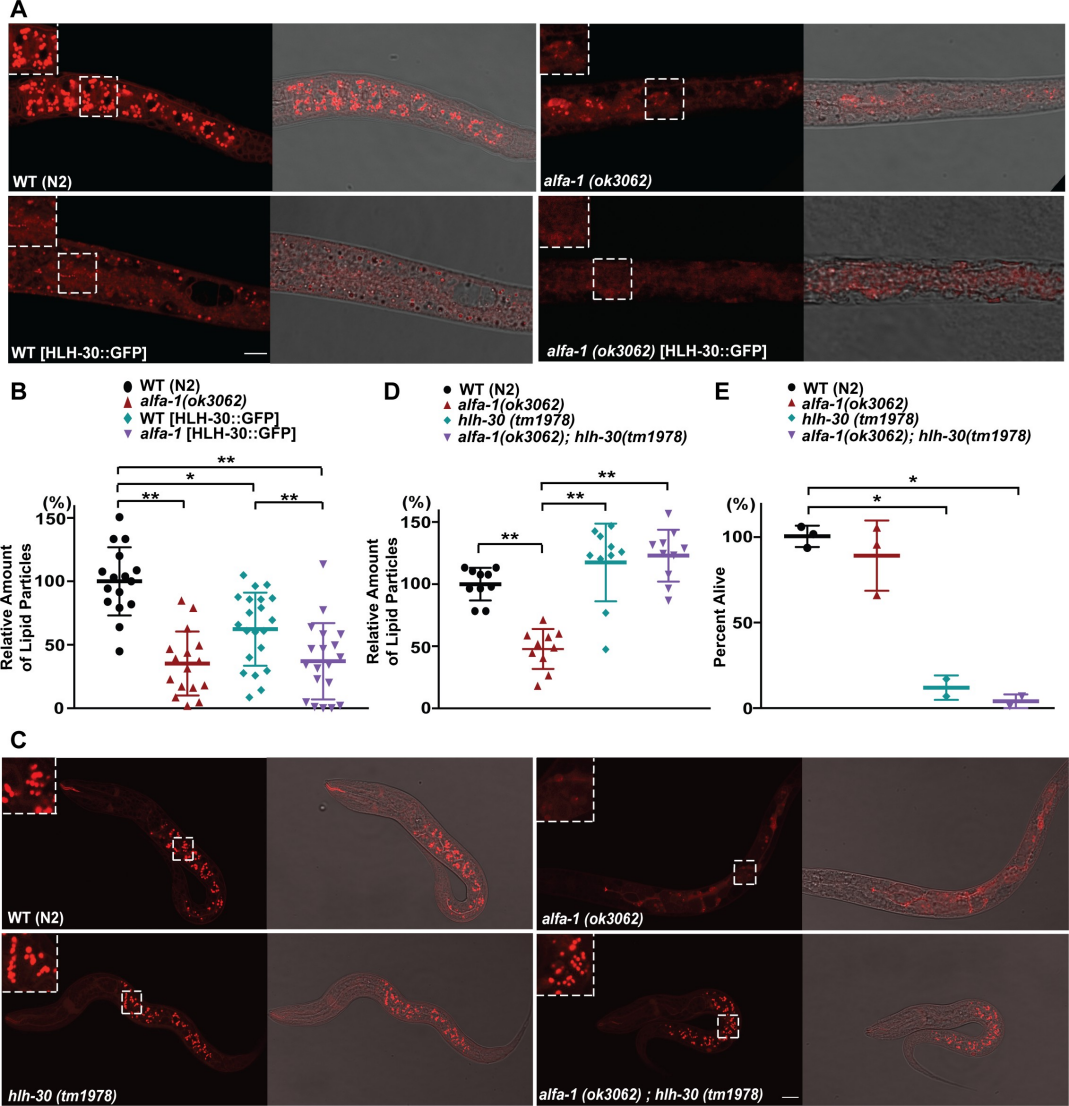
ALFA-1/C9orf72 regulates lipid metabolism through HLH-30/TFEB. (A) Representative images of Nile Red staining in N2, *alfa-1(ok3062)*, HLH-30::GFP-expressing wild-type and HLH-30::GFP-expressing *alfa-1(ok3062)* mutant *C*. *elegans* after 1 day of starvation. Enlarged images of boxed areas are shown in each panel. (B) Quantification of the lipid particles stained with Nile Red in HLH-30::GFP-expressing wild-type and *alfa-1(ok3062) C*. *elegans*. [*p<0.05, **p<0.0001, n = 16 for wild-type and *alfa-1(ok3062) C*. *elegans*; n = 21 for HLH-30-expressing wild-type and n = 26 for HLH-30-expressing *alfa-1(ok3062) C*. *elegans*]. (C) Representative images of Nile Red staining of N2, *alfa-1(ok3062)*, *hlh-30(tm1978)*, and *alfa-1(ok3062);hlh-30(tm1978)* within 8 hr after hatching in M9 buffer without food. Enlarged images of boxed areas are shown in each panel. (D) Quantification of the lipid particles stained with Nile Red in *hlh-30(tm1978)* and *alfa-1(ok3062);hlh-30(tm1978)*. [**p<0.0001, n = 10 for all groups]. (E) Percentage of L1 worms that survived, for N2, *alfa-1(ok3062)*, *hlh-30(tm1978)*, and *alfa-1(ok3062);hlh-30(tm1978)* after incubation in M9 buffer without food for 8 hr. [*p<0.05, n = 3 for wild-type and *alfa-1(ok3062) C*. *elegans* and n = 2 for *hlh-30(tm1978)* and *alfa-1(ok3062);hlh-30(tm1978)*]. Distribution of data points is presented with mean ± SD. Scale bar: 20 μm.

To ascertain whether HLH-30 is responsible for the lipid-associated phenotypes in *alfa-1(ok3062)*, we examined the lipid levels using Nile Red staining in *C*. *elegans* carrying the loss-of-function allele *hlh-30(tm1978)*. In the absence of food, *hlh-30(tm1978) C*. *elegans* mutants preserved lipid particles, unlike *alfa-1(ok3062)* mutant, suggesting that HLH-30 is required for lipid digestion (Fig 3C and 3D). Interestingly, the level of Nile Red staining in *alfa-1(ok3062);hlh-30(tm1978)* double mutants was similar to those of wild-type worms, indicating that *alfa-1* regulates the lipid digestion through *hlh-30* (Fig 3C and 3D). Taken together, these data indicate that the *C*. *elegans* orthologue of C9orf72, ALFA-1, regulates the lipid metabolism through a mechanism dependent on the *C*. *elegans* orthologue of TFEB, HLH-30.

Finally, we tested if loss of *hlh-30* affects survival defects in *alfa-1(ok3062)*. However, the *hlh-30(tm1978)* mutant is viable for only a short period of time under conditions that lead to starvation-induced L1 diapause. Only a few *hlh-30(tm1978)* mutant animals survived at 8 hr after hatching without food (Fig 3E), and no worms survived at 48 hr after hatching (S3E Fig), indicating that HLH-30 is essential for survival during L1 diapause. Accordingly, no L1 larvae of the *alfa-1(ok3062);hlh-30(tm1978)* double mutation survived 48 hr without food (S3E Fig). These data suggest that HLH-30 is essential for lipid metabolism that is required for energy production and survival of L1 *C*. *elegans* during starvation.

Having established that *alfa-1* regulates lipid metabolism through HLH-30, we asked whether this regulation is related to the mTOR signaling. In mammals, TFEB, a homolog of HLH-30, is translocated into the nucleus when activated, and the nuclear translocation of TFEB is inhibited when TFEB is phosphorylated by the mTOR kinase [43, 46]. Therefore, we tested how an mTOR inhibitor, rapamycin, affects nuclear translocation of HLH-30. When wild-type *C*. *elegans* was treated with rapamycin, HLH-30::GFP was translocated to the nucleus at L1 diapause as expected (S4A and S4B Fig), suggesting that the *C*. *elegans* orthologue of TFEB, HLH-30, is also regulated by mTOR. Notably, rapamycin treatment in *alfa-1(ok3062)* resulted in a similar level of nuclear localization of HLH-30::GFP with *alfa-1(ok3062)* without the treatment, consistent with the notion that *alfa-1* and mTOR are in the same pathway in the regulation of HLH-30.

### C9orf72 regulates TFEB through Rag GTPases

To investigate the mechanisms through which C9orf72 regulates TFEB activities, we first asked whether C9orf72 directly associates with TFEB by performing co-immunoprecipitation analysis using C9orf72-Flag and TFEB-GFP expressed in HEK293 cells. However, no TFEB-GFP was detected in C9orf72-FLAG precipitates (Fig 4A), suggesting that C9orf72 and TFEB are not directly associated with each other and that another factor may mediate the functional association between these two proteins. As a positive control for the co-immunoprecipitation assay, we looked for an interaction between TFEB and the RagB/C heterodimer, two subunits of the Rag GTPase complex co-expressed in the cells, and observed this interaction as reported previously (Fig 4A) [47, 48].

**Fig 4:**
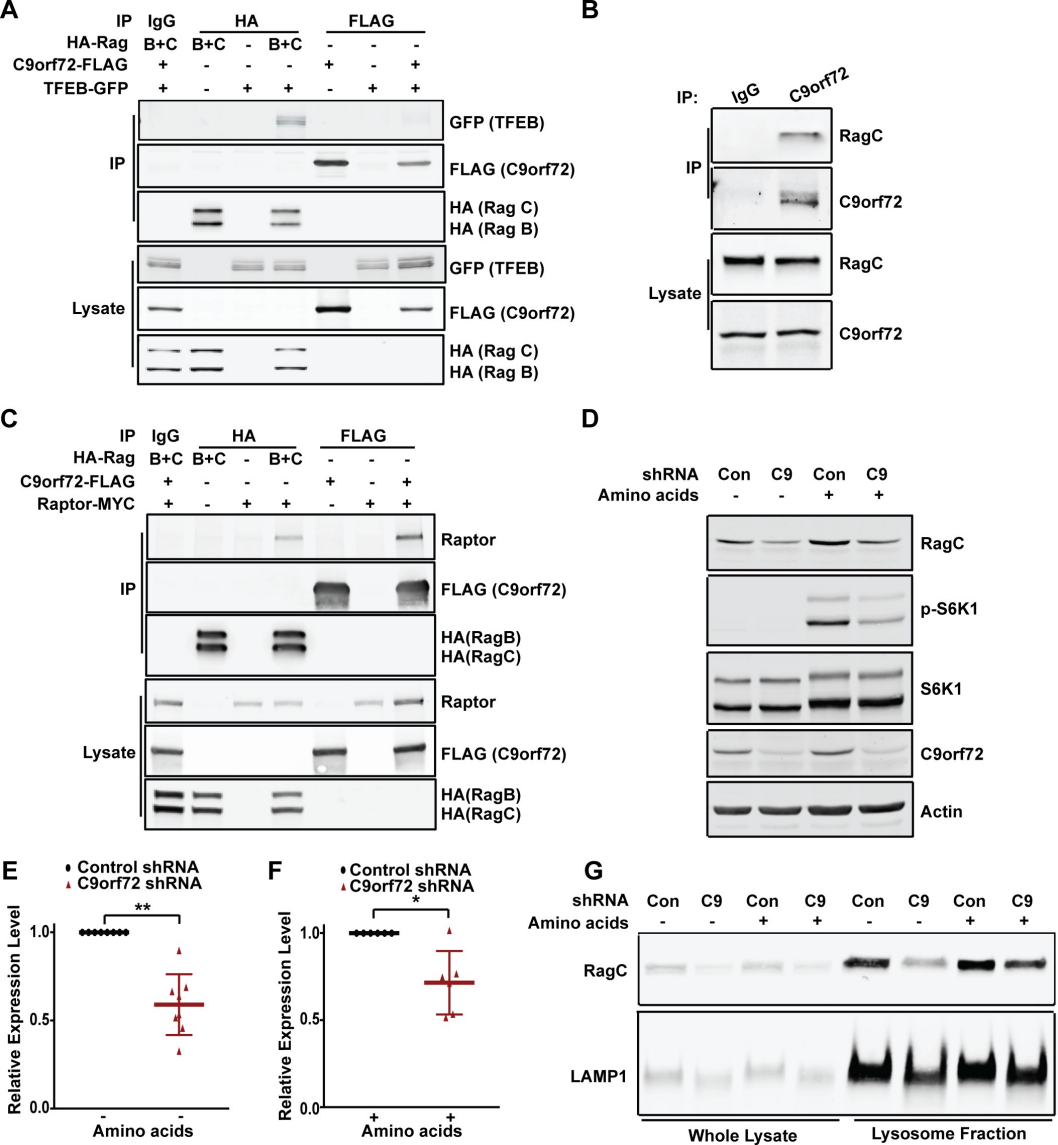
C9orf72 regulates TFEB through Rag GTPases. (A) Co-immunoprecipitation analysis of C9orf72-Flag and TFEB-GFP. HEK293 cells were transfected with the indicated plasmids, cell lysates were prepared at 48 hr post-transfection, and IgG, HA, or FLAG-tagged immunoprecipitates were analyzed by immunoblotting with anti-GFP, anti-FLAG, and anti-HA antibodies. HA-Rag immunoprecipitation was performed as a positive control. No GFP signal was detected in C9orf72-Flag immunoprecipitates. (B) Co-immunoprecipitation analysis of C9orf72 and RagC. RagC was detected in C9orf72 immunoprecipitates from HEK293 cells. (C) Co-immunoprecipitation analysis of C9orf72-Flag and myc-Raptor. HEK293 cells were transfected with the indicated plasmids, cell lysates were prepared at 48 hr post-transfection, and IgG, HA, or FLAG-tagged immunoprecipitates were analyzed by immunoblotting with anti-Raptor, anti-FLAG, and anti-HA antibodies. The HA-Rag immunoprecipitation and the detection of Raptor were performed as a positive control. (D) Representative images of immunoblotting for RagC levels in HEK293 cells expressing either control or C9orf72 shRNAs under amino acid starvation or stimulation conditions. Immunoblotting with anti-pS6K1(T389) and anti-S6K1 was performed to confirm the amino acid starvation or stimulation conditions. (E) Quantification of RagC levels under amino acid starvation conditions. Actin was used as the normalization control. [**p<0.0001, n = 8 for all groups]. (F) Quantification of RagC levels when the starved cells were stimulated with amino acids. Actin was used as the normalization control. [*p<0.05, n = 6 for all groups]. (G) Immunoblotting for RagC levels in the lysosomes of HEK293 cells expressing either control or C9orf72 shRNAs under amino acid starvation or stimulation conditions. Immunoblotting with anti-LAMP1 was performed to confirm the isolation of lysosomes. Distribution of data points is presented with mean ± SD.

In mammals, Rag GTPases function as a heterodimer consisting of two of four members of the family of Ras-related small GTP-binding proteins, RagA or RagB and RagC or RagD, with RagA and RagB being highly similar to each other and RagC and RagD also highly resembling each other [49, 50]. Since the Rag GTPases are known to recruit TFEB to the lysosome where mTOR phosphorylates TFEB and inhibits nuclear translocation [47, 48, 51], we asked whether the regulation of TFEB signaling by C9orf72 is mediated by Rag GTPases. To determine whether C9orf72 interacts with Rag GTPases, we performed co-immunoprecipitation in HEK293 cells expressing C9orf72-FLAG and HA-tagged RagB and RagC. When C9orf72 was pulled down with the Flag antibody, RagB and RagC were detected in the precipitates by western blotting, as compared to IgG control (S5A Fig). In the reciprocal immunoprecipitation, C9orf72-FLAG was detected in RagB/C-HA precipitates, but not in IgG control precipitates (S5B Fig). We also performed the co-immunoprecipitation analysis with all combinations of Rag GTPase complexes in the cells expressing C9orf72-FLAG and HA-Rags (S5C Fig). All combinations of Rag GTPase heterodimers were detected in C9orf72-FLAG immunoprecipitates, suggesting that C9orf72 is intrinsically capable of interacting with all forms of Rag GTPases. Furthermore, we confirmed the interaction between endogenous C9orf72 and RagC or RagA proteins (Fig 4B and S5D Fig). Consistent with the immunoprecipitation of overexpressed proteins, endogenous RagC or RagA was detected in the C9orf72 immunoprecipitates (Fig 4B and S5D Fig). These results established that C9orf72 interacts with the Rag GTPases under physiologically relevant conditions.

Since RagC binds Raptor, a component of the mTOR complex and a major regulator of mTORC1 [52], we asked whether C9orf72 is also associated with Raptor. Co-immunoprecipitation analysis was performed in HEK293 cells expressing C9orf72-FLAG and Raptor-MYC. When C9orf72 was pulled down with the Flag antibody, Raptor-MYC was detected in the precipitates by western blotting, as compared to the IgG control (Fig 4C), suggesting that C9orf72 is associated with the mTOR complex via its interaction with Rag GTPases and Raptor.

The Rag GTPases regulate the activation of mTORC1 upon amino acid stimulation [51, 52]. Since C9orf72 has been observed to influence mTORC1 signaling [22, 27], we asked whether C9orf72 regulates Rag GTPases, especially in response to amino acid stimulation. Interestingly, when HEK293 cells were grown under amino acid starvation conditions, there was a significant decrease in the level of RagC, as measured by western blotting, in the cells in which C9orf72 was knocked down with specific shRNAs, as compared to the cells treated with the control shRNAs (Fig 4D and 4E). More importantly, when the starved cells were stimulated with amino acids, the RagC levels were also significantly lower in the C9orf72-knockdown cells than in the control shRNA-treated cells (Fig 4D and 4F). In addition, the RagC level was also decreased in C9orf72 knockout MEF cells compared to wild-type cells under the same amino acid starvation and stimulation condition (S5E Fig), consistent with the results from HEK293 cells. We then asked whether the level of RagC on the lysosome is affected by the loss of C9orf72 under starvation or amino acid stimulation conditions. Lysosomes were isolated from HEK293 cells, and consistent with the changes in the whole lysates, the lysosomal level of RagC was significantly decreased in the C9orf72 knockdown cells under starvation and amino acid stimulation conditions, when compared to control cells (Fig 4G and S5F Fig). These data demonstrate that the level of RagC is dynamically regulated by C9orf72.

Since Rag GTPases mediate amino acid-dependent recruitment of TFEB to lysosomes, we asked whether TFEB subcellular localization is changed in C9orf72-deficient cells under amino acid stimulation. We monitored the lysosomal localization of TFEB using the TFEB-GFP reporter and LysoTracker to label lysosomes. Upon amino acid stimulation, TFEB-GFP was co-localized with LysoTracker in the control shRNA-treated cells (Fig 5A and 5B), consistent with the previous reports [47, 48]. Importantly, the co-localization of TFEB with the LysoTracker in response to amino acid stimulation was decreased in C9orf72 shRNA-treated cells when compared to control cells (Fig 5A and 5B). Next, we asked whether the phosphorylation of TFEB, which determines its nuclear localization, is also altered. Since the amount of phosphorylated TFEB was too low to be detected reliably in total cell lysates from HEK293 cells, we used immunoprecipitation to pull down total TFEB and then analyzed the level of phosphorylated TFEB. As expected, TFEB phosphorylation was increased upon amino acid stimulation; however, the degree of TFEB phosphorylation was lower in the C9orf72 shRNA-treated cells than in control shRNA-treated cells, consistent with the impairment in Rag GTPase functions and mTOR signaling, as indicated by reduced levels of RagC and phosphorylated S6K1, respectively, in the C9orf72-deficient cells (Fig 5C and 5D). Consistent with the decrease of phosphorylated TFEB, the TFEB localization in the nucleus was increased in C9orf72 shRNA-treated cells over control cells after amino acid stimulation (Fig 6A and 6B). Finally, to confirm that the effects of C9orf72 on TFEB was mediated by Rag GTPases, we used a constitutively active form of Rag GTPases to test if it can rescue the phenotype in C9orf72-deficient cells. Because the Rag proteins function as heterodimers in which the active complex consists of GTP-bound RagA or B complexed with GDP-bound RagC or D, we overexpressed the GTP-bound form of RagB with GDP-bound form of RagC to rescue the decrease of phosphorylated TFEB in C9orf72-deficient cells [53]. For the GTP-bound form of RagB, the RagB^Q99L^ mutant that lacks GTPase activity was used, and for the GDP-bound form of RagC, that RagC^S75N^ mutant that has deficient affinity for nucleotides was used. As expected, the decrease of phosphorylated TFEB in C9orf72-deficient cells was rescued by overexpression of the active form of Rag GTPases, confirming that C9orf72 regulates TFEB through Rag GTPases (Fig 6C). Taken together, these results support a model in which C9orf72 regulates TFEB inactivation through Rag GTPases under conditions of amino acid stimulation (S5 Fig).

**Fig 5:**
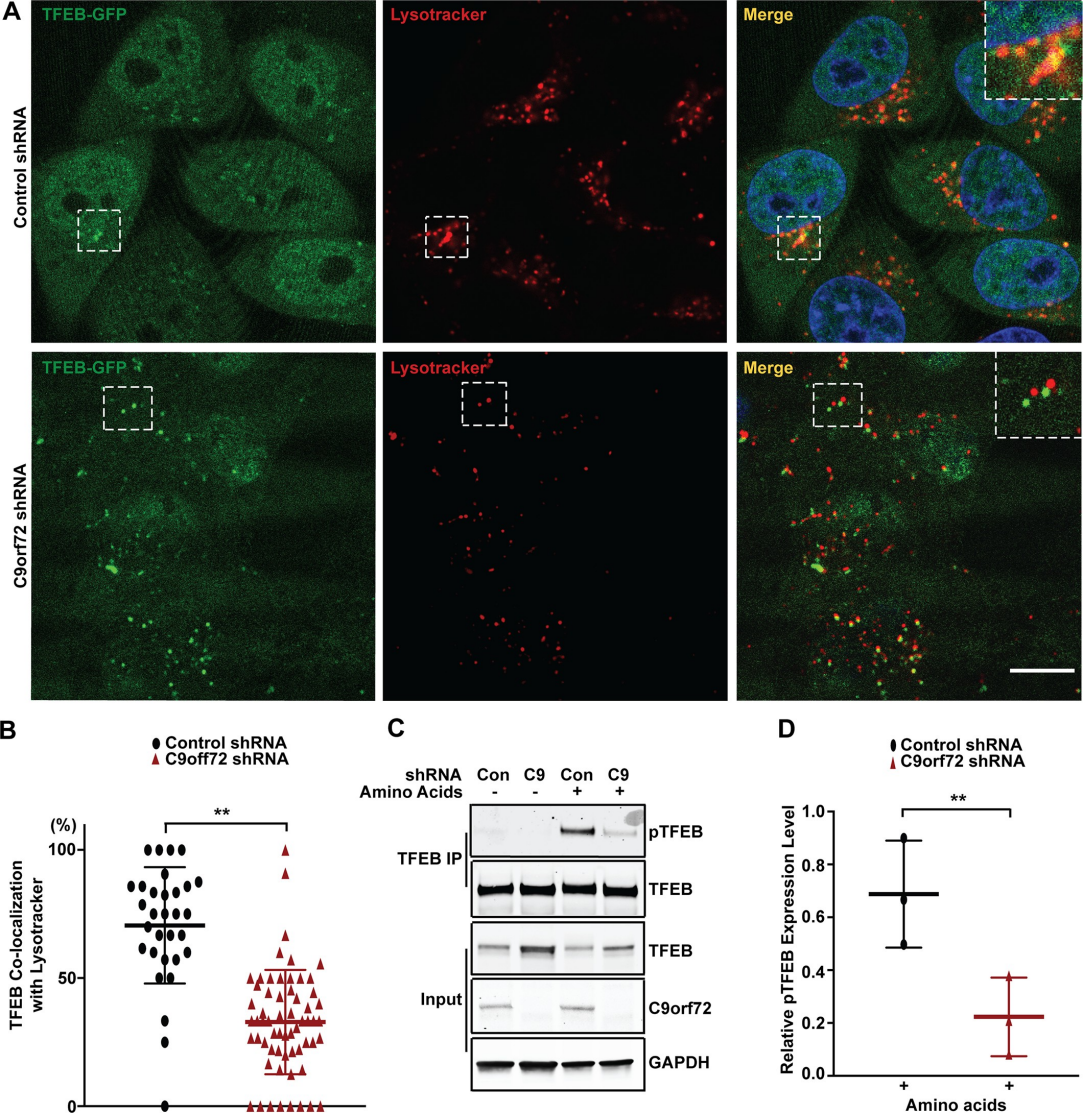
C9orf72 regulates TFEB localization on lysosomes. (A) Representative live-cell images of HeLa cells stably expressing TFEB-GFP and treated with control or C9orf72-specific shRNAs. Lysosomes were labeled with LysoTracker and the nucleus with NucBlue. Enlarged images of boxed areas are shown in the panel. Scale bar: 10 μm. (B) Quantification of TFEB-GFP localization in the lysosome. [**p<0.0001, n = 31 for control shRNA-expressing cells, and n = 61 for C9orf72-specific shRNA-expressing cells]. (C) Analysis of the levels of phosphorylated TFEB in HEK293 cells treated with C9orf72-specific or control shRNAs under amino acid starvation or stimulation conditions. Total TFEB was immunoprecipitated and phosphorylated TFEB was detected by western blotting in the precipitates. (D) Quantification of the levels of phosphorylated TFEB, which is normalized against that of total TFEB. [**p<0.0001, n = 3 for all groups]. Distribution of data points is presented with mean ± SD.

**Fig 6:**
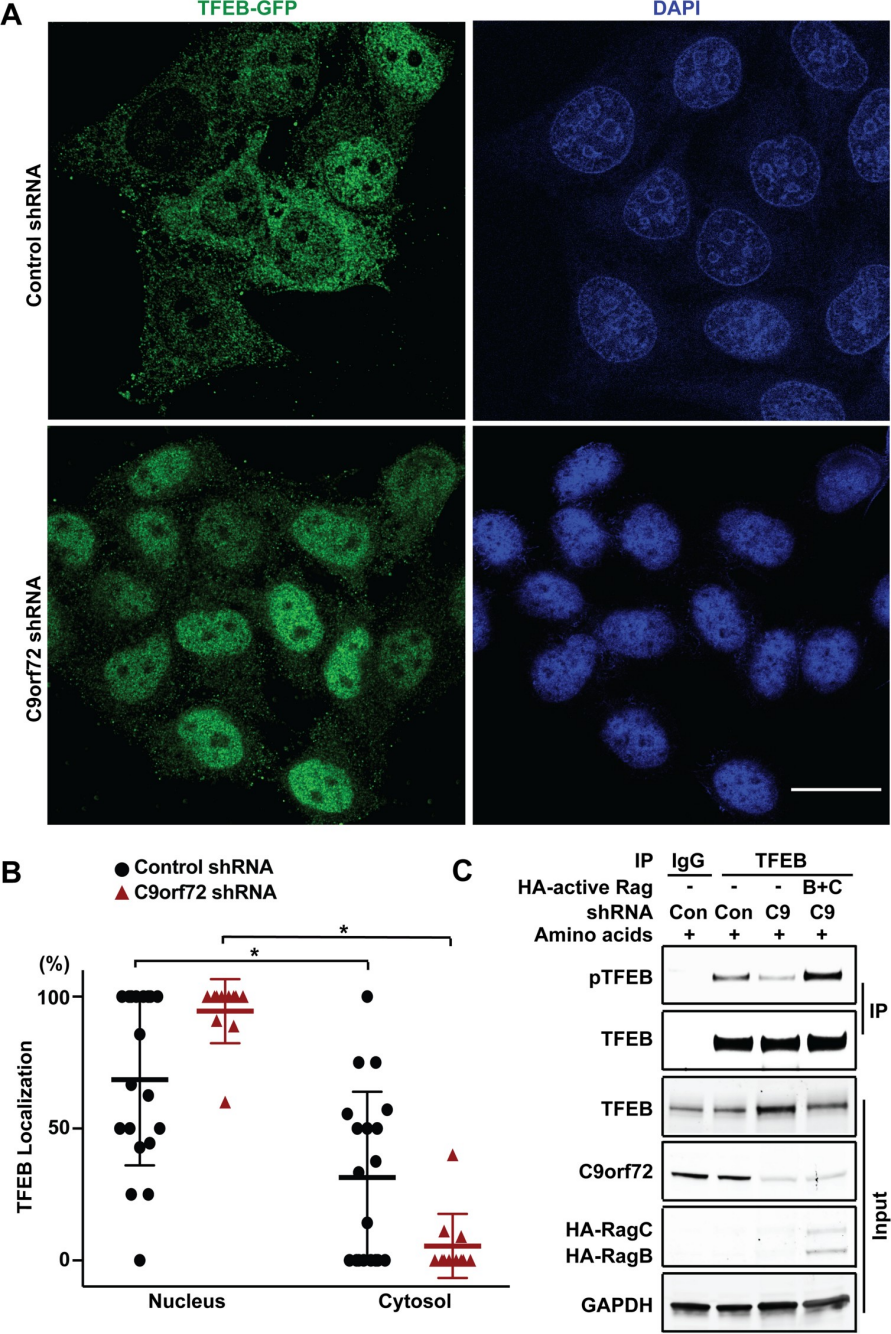
C9orf72 regulates TFEB translocation from the nucleus to the cytoplasm upon amino acid stimulation. (A) Representative immunostaining images of HeLa cells stably expressing TFEB-GFP, with C9orf72 or control shRNA knockdown, after amino acid stimulation for 10 min following a period of 50 min of amino acid starvation. Immunostaining with anti-GFP and an Alexa488-conjugated secondary antibody was performed together with DAPI staining. Scale bar: 20 μm. (B) Quantification of TFEB-GFP subcellular localization in (a). The numbers of cells carrying nuclear or cytoplasmic TFEB-GFP were quantified. [*p<0.05, n = 19 for control shRNA-expressing cells and n = 11 for C9orf72-specific shRNA-expressing cells]. Distribution of data points is presented with mean ± SD. (C) Decreased phosphorylated TFEB level was rescued by expression of an active forms of Rag GTPases when the starved cells were stimulated with amino acids. Total TFEB was immunoprecipitated and phosphorylated TFEB was detected by western blotting in the precipitates.

## Discussion

The present study has revealed a conserved role for C9orf72 in the regulation of TFEB, a master transcription factor for autophagy, lysosome biogenesis, and lipid metabolism. We found that in *C*. *elegans*, loss of the C9orf72 orthologue, ALFA-1, leads to nuclear translocation and abnormal activation of HLH-30/TFEB under nutrient stress. We also uncovered that the same regulation of TFEB by C9orf72 exists in human cells and is mediated by the Rag GTPases, the key player at the lysosome surface in mTOR signaling.

These results are consistent with the emerging notion that C9orf72 is an important regulator of metabolic homeostasis, particularly in response to nutrient stress. Identification of Rag GTPases as an interactive partner and effector of C9orf72 illustrates a mechanism for the regulation of mTOR and TFEB signaling and downstream metabolic processes. In response to amino acid signals, Rag GTPases bind to mTORC1 and promotes the translocation of mTORC1 to the lysosome surface [54], where mTORC1 phosphorylates TFEB and inhibits the latter’s nuclear translocation and activation [48]. We found that C9orf72 forms a complex with Rag GTPases and that a deficiency in C9orf72 leads to a decrease in the level of RagC under conditions of nutrient stress. The deficits in Rag GTPase functions can impair the mTOR signaling response to amino acid signals and in turn lead to abnormal activation of TFEB, which we indeed observed in C9orf72-deficient cells. The regulation of TFEB by C9orf72 appears to be an ancient pathway, given the similarity to the ALFA-1−HLH-30 pathway in *C*. *elegans*. Overall, C9orf72 acts as a brake in the dynamic regulation of nutrient-dependent mTOR and TFEB signaling; its deficiency can cause overactivation of metabolic systems and negatively affect fitness during evolution, potentially explaining the survival phenotype of *C*. *elegans* lacking ALFA-1/C9orf72 during L1 diapause under nutrient stress. Consistently, in various cellular and animal models, loss of C9orf72 does not cause an overt phenotype under normal conditions but leads to more apparent deficits under stress conditions [18, 31, 55, 56]. Notably, while this manuscript was in review, an independent study reported that C9orf72 associates with Rag GTPases and regulates autophagosomal and lysosomal biogenesis [57], consistent with the main observations of the present study.

Nutrient sensing and metabolic processes such as the autophagic and lysosomal degradation are essential for neuronal health, and their alteration is an increasingly recognized feature in aging-related neurodegenerative diseases [58–60]. For instance, there is a multitude of ALS genes with functions related to autophagy [61], suggesting that the autophagic and metabolic defects are a common theme for ALS and related neurodegeneration. Taken together, our findings suggest that the C9orf72 protein plays a role in key nutrient-sensing and metabolic processes, and its dysregulation may contribute to age-dependent neurodegenerative diseases.

## Materials and methods

### C. elegans

All *C*. *elegans* strains were maintained at 20°C under standard conditions. *E*. *coli* OP50 was used for feeding, and the N2 Bristol strain was used as the wild-type control. Mutant strains were obtained from the *Caenorhabditis* Genetics Center, including RB2260 *alfa-1(ok3062)* II, CB1370 *daf-2(e1370)* III, CF1038 *daf-16(mu86)* I, JIN1375 *hlh-30(tm1978) IV*, and DA2123 *adIs2122[lgg-1*::*GFP rol-6(df)]*. OP433 *wgIs433 [hlh-30*::*TY1*::*EGFP*::*3xFLAG + unc-119(+)]* was kindly provided by Dr. Eyleen J. O'Rourke at University of Virginia. All the mutant strains were backcrossed with the N2 strain at least four times. The new strains generated by crossing in this study include: IW450 *alfa-1(ok3062) II; daf-2(e1370) III*, IW451 *alfa-1(ok3062)II;daf-16(mu86) I*, IW762 *alfa-1(ok3062)II;wgIs433 [hlh-30*::*TY1*::*EGFP*::*3xFLAG + unc-119(+)]*, IW734 *alfa-1(ok3062)II;hlh-30(tm1978) IV*, and IW366 *adIs2122[lgg-1*::*GFP rol-6(df)]; alfa-1(ok3062)II*.

### ALFA-1 antibody generation and validation

A synthetic peptide (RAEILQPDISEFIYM) corresponding to the C-terminal region of ALFA-1 was synthesized and used to immunize rabbits. The resulting polyclonal antibodies were purified using affinity chromatography (ThermoFisher). The specificity of the ALFA-1 antibody was validated by pre-incubating the antibody with the immunizing peptide for 30 min at room temperature prior to immunoblot analysis.

### *C*. *elegans* immunoblot analysis

For ALFA-1 immunoblotting, mixed-stage N2 and *alfa-1(ok3062)* worms were harvested in M9 buffer from NGM plates and washed five times in M9 buffer to remove the *E*. *coli* OP50. For HLH-30::GFP immunoblotting, eggs of *wgIs433* and *alfa-1(ok3062);wgIs433* were prepared, and cultured in M9 Buffer at 20°C. Then the L1 larva was collected 24 hours after hatching. The worms were lysed in modified RIPA buffer (50 mM Tris, pH 6.8, with 150 mM NaCl, 0.5% SDS, 0.5% Sarkosyl, 0.5% NP40, 20 mM EDTA, and Roche cOmplete, EDTA-free protease inhibitor cocktails), freeze-thawed three times, and sonicated using a Diagenode Bioruptor for 15 min (high setting, 30-sec pulse). The resulting lysates were then centrifuged at 16,000 x g for 10 min at 4°C to pellet worm debris. Protein concentrations were determined using the bicinchoninic acid assay (ThermoFisher) and 50 μg of protein was separated by SDS-PAGE. The resulting protein was transferred to a nitrocellulose membrane using the Mini Trans-Blot Turbo transfer system (Bio-Rad). The membrane was incubated with the primary antibody overnight at 4°C before being incubated with the anti-rabbit secondary antibody and visualized using an Odyssey imaging system (Li-cor).

### L1 diapause survival assay

Gravid adult worms were collected in 3.5 ml of M9 buffer and treated with 1 ml of bleach solution and 0.5 ml of 5 N NaOH to extract the eggs. Eggs were washed at least three times before culturing the worms. After washing, the egg solution was prepared at a concentration of 1–2 eggs/μl of M9 buffer in a 15-ml conical tube and was cultured in a shaking incubator at 20°C for the indicated time. Days were counted from egg preparation: day 1 was 24 hr after hatching, day 2 was 48 hr, and so on. At each time point, a 100-μl aliquot (approximately 100–200 worms) from each sample tube was plated on each of three plates seeded with *E*. *coli* OP50. The tube was returned to the shaking incubator for further days of starvation. Plated worms were allowed to grow for 3 days, and the number of worms that reached the L4 or adult stage was counted from each plate. The numbers from three plates were averaged and recorded. The number at hatching was used as the total number of worms to be analyzed and the denominator to calculate the percentage of worms recovering after 3 days of starvation.

### *C*. *elegans* transcriptome profiling

Mixed-stage *alfa-1(ok3062)* and matched N2 *C*. *elegans* were bleached, and the resulting eggs seeded on to NGM plates and allowed to incubate at 20°C. Approximately 48 hr after seeding, L3/L4 worms were collected in M9 buffer and rinsed five times to remove any residual OP50 bacteria. The worms were then equally divided into 1.5 ml-tubes. Control (non-starved) samples were immediately centrifuged, and the resulting worm pellets were frozen at -80°C. The remaining worm samples were allowed to incubate in M9 buffer at room temperature for 6 hr with gentle mixing. After 6 hr, the samples were treated in an identical manner to the controls and stored -80°C until further downstream processing. In total, four samples per strain per condition were used for analysis. Total RNA from all samples was extracted using the RNeasy MiniPrep Kit (Qiagen) and analyzed using Affymetrix *C*. *elegans* microarrays as previously described [62]. The microarray data were also analyzed through the use of Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, www.Ingenuity.com). The differentially regulated *C*. *elegans* genes that were associated with biological functions in Ingenuity’s Knowledge Base were analyzed to identify the biological functions that were most significant to the data set. Microarray data can be found at the Gene Expression Omnibus repository (accession #: GSE137355).

### Nile red staining

Nile Red powder (ThermoFisher, Cat. # N1142) was dissolved in acetone at 1 mg/ml, diluted in M9 buffer at 5 μg/ml, and added to 200 μl of Nile Red solution in M9 on top of nematode growth medium (NGM) seeded with OP50 in a 6-cm plate. Worms were placed on these plates and were cultured until they became gravid adults. Eggs were prepared as described for the survival assay above, and Nile Red was added at the same concentration (0.1 μg/mL) to the egg solution. For starvation conditions, eggs were cultured in M9 buffer. Nile Red images of 100 mM levamisole-treated worms on 2% agarose pads were taken under the confocal microscope approximately 24 hr after hatching, and then analyzed using Image J software. For well-fed larva, eggs were cultured in M9 buffer supplemented with *E*. *coli* OP50, and images were taken after 16 hr of culture at the L1 stage. For young adults, eggs were placed on an NGM plate seeded with OP50, to which was added the Nile Red solution. Eggs were cultured in the 20°C incubator for approximately 54 hr, until the worms reached the young adult stage, and then imaged. For the quantification of Nile Red staining, particle analysis was performed using Image J, and the number of particles per worm was counted and compared to those in wild-type controls.

### HLH-30::GFP reporter assay

The L1 larva from HLH-30::GFP reporter-expressing worms were prepared and cultured for approximately 24 hr in M9 buffer for starvation. The GFP images of HLH-30::GFP-expressing worms that had been paralyzed by mixing 100 mM levamisole with equal volume of worm slurries in M9 on the 2% agarose pads were then taken using a Zeiss ApoTome. For the well-fed conditions, the eggs were cultured in M9 buffer supplemented with OP50 for 16 hr and then imaged. The numbers of nuclear GFP-expressing cells and of cytoplasmic GFP-expressing cells per worm were counted for the quantification.

### Lifespan analysis

Twenty gravid adult worms per group were placed on NGM plates with OP50 to collect approximately 300 eggs; the adult worms were removed after 2 hr. The eggs were then cultured approximately 54 hr until they reached the L4 stage. The L4 worms were transferred to a new plate, and the next day they were considered to be day 1 adults as they started to lay eggs. From day1, the dead worms were counted on every other day, until all the worms were dead. The worms were transferred to the new plates every other day until they either stopped laying eggs, to avoid counting offspring, or they consumed all the *E*. *coli*.

### Quantitative real-time PCR

Total RNA was isolated with an RNeasy Plus Mini kit from L1 worms under starvation conditions, and cDNAs were synthesized with the QuantiTect reverse transcription kit (Qiagen). Primer sequences for qPCR are listed in S1 Table. RT-qPCRs were performed on a CFX96 Real-Time System thermal cycler (BioRad) with iQ SYBER Green PCR mix (BioRad).

### *C*. *elegans* autophagy analysis

Starved L1 larva expressing the LGG-1::GFP reporter were collected as described above. The worms were placed on a 2% agarose pad with levamisole and imaged under an SP8 confocal microscope (Leica). The images were then analyzed by particle analysis in Image J to count the autophagosome puncta and to measure the size of autophagosomes. The number of autophagosomes per worm was averaged and the size distribution analyzed.

### DNA plasmids and antibodies

C9orf72-Flag and C9orf72 shRNA constructs were described previously [27]. GFP-TFEB (38119, Shawn Ferguson, Yale University), pRK5-HA GST RagB (19301, David Sabatini, Whitehead Institute), pRK5-HA GST RagC (19304, David Sabatini, Whitehead Institute), myc-Raptor (1859, David Sabatini, Whitehead Institute), pRK5-HA GST RagB 99L (19303, David Sabatini, Whitehead Institute), and pRK5-HA GST RagC 75N (19305, David Sabatini, Whitehead Institute) were obtained from Addgene.

Antibodies used in the human cell studies include the following: mouse anti-Flag (Sigma), mouse anti-GFP, rabbit anti-GAPDH (ThermoFisher), mouse anti-actin (Santa Cruz), mouse anti-C9orf72 (Bio-Rad), mouse anti-C9orf72 (Proteintech), mouse anti-HA (Bethyl Lab), rabbit anti p-70S6K, rabbit anti p-p70S6K, rabbit anti-RagA, rabbit anti-RagC, rabbit anti-Raptor, rabbit anti-LAMP1, rabbit anti-DYKDDDDK, rabbit anti-pTFEB, rabbit anti-TFEB (Cell Signaling), mouse anti-TFEB (Mybiosources), and rabbit anti-GFP (Abcam).

### Cell culture and DNA transfection

All cells were maintained in DMEM supplemented with 10% FBS in a 5% CO_2_, 37 C incubator. HEK293 cells stably expressing control or C9orf72 shRNA were cultured in DMEM supplemented with 10% FBS and 2 μM puromycin. HeLa cells stably expressing TFEB-GFP were cultured in DMEM with 10% FBS supplemented with 10% FBS and 400 μM G418.

For co-transfection experiments, 2.2 X 10^6^ cells were plated in PEI-coated 10-cm culture dishes. The next morning, the cells were transfected in OMEM using Lipofectamine 2000 (ThermoFisher) according to the manufacturer’s instructions. Transfected plasmid DNA amounts were: 2 μg of C9orf72-Flag, 100 ng of pRK5-HA GST RagB or RagC, 50 ng of myc-Raptor, and 1 μg of TFEB-GFP. The total amount of plasmid DNA in each transfection was normalized to 2.5 μg with an empty pRK5-myc vector. Five hours after transfection, the OMEM was replaced with DMEM supplemented with 10% FBS. At 48 hr post-transfection, the cells were harvested for co-immunoprecipitation analysis.

### Amino acid starvation and stimulation of cells

Cells (0.8 X 10^6^) were plated in 60-mm plates and cultured for 72 hr prior to starvation treatment. Then the cells were rinsed two times with amino acid-free RPMI and incubated in the same medium (MyBiosources, Cat. # MBS652918) for 50 min, then rinsed and stimulated with complete RPMI 1640 (Gibco, Cat. # 11875) for 10–15 min.

### Immunoblot analysis

Cells were collected in lysis buffer (20 mM Tris-HCl, pH 7.5, with 137 mM NaCl, 1% NP-40, 20 mM EDTA, Roche cOmplete, EDTA-free protease inhibitor cocktails, and Roche PhosSTOP phosphatase inhibitor cocktails) and sonicated using a Diagenode Bioruptor for 15 min (high setting, 30-sec pulse). Soluble fractions of the lysates were collected by centrifuging at 16,000 x g for 10 min at 4°C, and protein concentrations were determined using the bicinchoninic acid assay (ThermoFisher). Fifty micrograms of protein per lane were resolved on SDS-PAGE gels and then transferred to nitrocellulose membranes using a Trans-blot Turbo transfer system (Bio-Rad). Western blotting was performed with an appropriate primary antibody and IRDye 800CW or 680RD secondary antibody, and the signal was detected using an Odyssey imaging system (Li-Cor).

### Immunoprecipitation

Cells were rinsed twice with PBS and lysed in NP-40 lysis buffer (20 mM Tris-HCl, 150 mM NaCl, 1% NP-40 and 2 mM EDTA), then sonicated for 15 min on ice. The soluble fraction of the lysate was collected by centrifugation at 16,000 x g for 10 min prior to immunoprecipitation as described above. For immunoprecipitations, the primary antibodies were added to the lysate and incubated on a rotator overnight at 4°C. The immune complexes were then pulled down with protein A/G magnetic beads (ThermoFisher, Cat. # 88803) and washed three times with washing buffer according to the manufacturer’s manual. The immunoprecipitates were eluted by incubating the beads with SDS-PAGE loading dye for 10 min at room temperature and boiled for 10 min at 95°C prior to being loaded on the SDS-PAGE gel. Western blotting was performed as described above. For immunoprecipitation of endogenous proteins, western blotting was performed with the quick western kit (Li-Cor, Cat. # 926–69100) according to the manufacturer’s instructions.

### Live cell imaging and immunostaining

For live-cell imaging, 3 X 10^5^ HeLa cells stably expressing TFEB-GFP and control or C9orf72 shRNA were grown on glass-bottomed 35-mm dishes for 72 hr, then rinsed twice with and incubated with amino acid-free RPMI medium for 50 min. In the middle of the starvation treatment, LysoTracker Red DND-99 (ThermoFisher Scientific, Cat. # L7528) at a final concentration of 50 nM and a drop of NucBlue Live Cell Stain ReadyProbes (ThermoFisher Scientific, Cat. # R37605) were added to the medium to stain the lysosomes and nuclei. The cells were then washed and incubated with complete RPMI 1640 medium (Gibco, Cat. # 11875). The cells were imaged immediately and within 15 min after the complete medium was added using an SP8 confocal microscope (Leica).

For immunostaining, 1 X 10^5^ HeLa cells expressing TFEB-GFP and control or C9orf72 shRNA were plated on glass coverslips in 12-well tissue culture plates and cultured for 72 hr. The cells were starved and stimulated by amino acid as described above. After amino acid stimulation for 10 min, the cells were washed twice with PBS, fixed with cold methanol for 5 min, washed with PBC three times, and incubated with blocking buffer (5% normal donkey serum in PBS). Rabbit anti-GFP (diluted in blocking buffer 1:1,000) was incubated with the cells overnight at 4°C, and the cells were then washed with PBS three times. Alexa 488-conjugated anti-rabbit secondary antibody was added at a 1:1000 dilution, and the cells were incubated in the dark for 2 hr at room temperature, then washed with PBS three times. Coverslips were mounted with Prolong Gold with DAPI (ThermoFisher, Cat. # P36931) and imaged with a 63X objective lens using an SP8 confocal microscope (Leica).

### Quantitation and statistical analysis

All quantitation and statistical tests were performed using ImageJ and GraphPad Prism software (Version 7.0). The p-values were obtained using unpaired Student’s *t*-tests, unless otherwise noted in the figure legends.

## Supporting information

S1 Fig Genetic interaction analysis of *alfa-1*(*ok3062*) with *daf-2*(*e1370*) or *daf-16*(*mu86*). (A) Brood size analysis of *alfa-1(ok3062)*. The total numbers of progeny were counted for the N2 and mutant strains. Distribution of data points are presented with mean ± SD. [*p* = 0.7679, and n = 10 for all groups) (B) The percentages of wild-type, *alfa-1(ok3062)*, *daf-2(e1370)*, and *alfa-1(ok3062);daf-2(e1370) C*. *elegans* surviving to adulthood after incubation of L1 worms in M9 buffer without food. The survival of *alfa-1(ok3062)* and *alfa-1(ok3062);daf-2(e1370)* was significantly decreased compared to wild-type worms [*p*<0.0001], while the survival of *daf-2(e1370)* was significantly increased [*p*<0.0001]. The survival of *alfa-1(ok3062);daf-2(e1370)* was similar to that of *alfa-1(ok3062)*. [*p* = 0.3305, n = 4502 for N2, n = 4151 for *alfa-1(ok3062)*, n = 2523 for *daf-2(e1370)*, and n = 3257 for *alfa-1(ok3062);daf-2(e1370)*]. Log-rank (Mantel-Cox) test was used and data are presented as means. (C) The percentages of wild-type, *alfa-1(ok3062)*, *daf-16(mu86)*, and *daf-16(mu86);alfa-1(ok3062) C*. *elegans* surviving to adulthood after incubation of L1 worms in M9 buffer without food. The survival of *daf-16(mu86)* and *daf-16(mu86);alfa-1(ok3062)* was significantly decreased compared to wild-type worms [*p*<0.0001], and the survival of *daf-16(mu86);alfa-1(ok3062)* was significantly decreased compared to *alfa-1(ok3062)*. [*p*<0.0001, n = 1140 for *daf-16(mu86)* and n = 352 for *daf-16(mu86);alfa-1(ok3062)*]. Log-rank (Mantel-Cox) test was used and data are presented as means. (D) Lifespan analysis of *alfa-1(ok3062)* with *daf-2(e1370)* or *daf-16(mu86)* under normal conditions. The lifespan of *alfa-1(ok3062)* was not changed compared to N2 [*p* = 0.3428]. The lifespan of *daf-2(e1370)* was significantly increased, while the lifespan of *daf-16(mu86)* was significantly decreased compared to N2 [*p*<0.0001]. The lifespan of *alfa-1(ok3062);daf-2(e1370)* and *daf-16(mu86);alfa-1(ok3062)* was similar to that of *daf-2(e1370)* [*p* = 0.3675] and *daf-16(mu86)* [*p* = 0.7289], respectively. [n = 508 for N2, n = 501 for *alfa-1(ok3062)*, n = 120 for *daf-2(e1370)*, n = 185 for *daf-16(mu86)*, n = 77 for *alfa-1(ok3062);daf-2(e1370)*, and n = 109 for *daf-16(mu86);alfa-1(ok3062)*]. Log-rank (Mantel-Cox) test was used and data are presented as means.
(TIF)

S2 Fig Transcriptome analysis of WT and *alfa-1*(*ok3062*) *C*. *elegans*. (A) The schematic diagram for the transcriptome analysis of wild-type and *alfa-1(ok3062) C*. *elegans*. N2 and *alfa-1(ok3062)* were synchronized by bleaching and cultured until they reach to L3/L4 stage in the well-fed condition, then the worms equally divided into two groups. One group (+ Food) was frozen for further analysis and the other group (- Food) was starved for 6 hr. Then, the total RNAs were extracted and subjected to the transcriptome profiling using microarrays. (B) The top five molecular and cellular functions of differentially expressed genes in well-fed wild-type and *alfa-1(ok3062)* mutants. Rankings are given from top to bottom. Each dot represents a gene with a *p*-value. (C) Percentages of molecules found in (b) related to each molecular and cellular function. (D) The top five molecular and cellular functions of differentially expressed genes in fasted wild-type and *alfa-1(ok3062) C*. *elegans*. Rankings are given from top to bottom. Each dot represents a gene with a *p*-value. (E) Percentages of the molecules found in (d) related to each molecular and cellular function.

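In well-fed worms 1 gene was higher and 22 were lower in *alfa-1(ok3062)* than in N2 at an adjusted p under 0.05 from limma. All 23 had no overlap between the arrays of the strains, which their selection on the same arrays favours, and over all genes 4.255% had none where chance gives 2.857%. The gene *hmg-11* rose from a log2 value of 4.72 ± 0.0927 (SD, n = 4) to 7.03 ± 0.112 (SD, n = 4), a log2 fold change of 2.31 (standard error 0.117, adjusted p = 3.74e-08 from limma). The largest fall was that of *pho-4*, from 8.19 ± 0.110 (SD, n = 4) to 6.09 ± 0.224 (SD, n = 4), a log2 fold change of -2.10 (standard error 0.125, adjusted p = 1.45e-07 from limma). Besides *alfa-1*, the next largest falls were those of *fbxa-162*, an F-box gene, with a log2 fold change of -1.52, *T28A11.20* with -1.31, *F35F10.13* with -1.28, *C36C5.14* (2.30-fold), *clec-43* with -1.15 and *T19C9.8* with -1.07, at adjusted p between 0.000626 and 0.0235. Of 294 effector genes of innate immunity (C-type lectins, lysozymes, thaumatins and antimicrobial peptides), 3 fell, *clec-43*, *clec-72* with a log2 fold change of -0.92 and *thn-2* with -0.59, and 0 rose. Adjusted over the list alone 6 of these were lower and 1 higher, and at an unadjusted p under 0.05 34 were lower and 6 higher. As a set they were lower in the mutant (camera, adjusted p = 0.000546, and adjusted p = 0.379 with an estimated correlation), with a median log2 fold change of -0.06. On the 8 well-fed arrays alone, 12 of 35 splits into 4 and 4, the real one included, had some list with as small a camera p. Of 67 UDP-glucuronosyltransferase genes, whose products conjugate small molecules for excretion, *ugt-64* fell by 0.81 on the log2 scale and 66 did not pass. The 62 ribosomal protein genes were higher as a set at a median log2 fold change of 0.05 (camera, adjusted p = 0.0298, and adjusted p = 0.972 with an estimated correlation). Of these 0 passed limma, and 2 were higher at an unadjusted p under 0.05. With 1 array left out the ribosomal set did not pass camera in 4 of 8 fits, and without N2 well-fed replicate 1 its median was -0.00478 (adjusted p = 0.958). At an unadjusted p under 0.05, 596 of the 25498 genes were higher and 607 lower by limma, so the excess of lower genes holds only for those that passed after adjustment. By the methods' t-test 941 were higher and 853 lower at an unadjusted p under 0.05, and 1 was higher and 5 lower after adjustment. Weighting the arrays by their quality gave 8 higher and 37 lower by limma. Of the 23 genes, 15 passed limma whichever of the 8 arrays was left out, and *clec-43*, like *lipl-1*, passed in 1 of those 8 fits, *T28A11.20* in 2, *F35F10.13* in 5 and *thn-2* in 7. All but *thn-2* of these were lost without N2 well-fed replicate 2, and *thn-2* without mutant well-fed replicate 4 (adjusted p = 0.0513 from limma).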

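In starved worms 5 genes were higher and 19 lower in *alfa-1(ok3062)* than in N2 at an adjusted p under 0.05 from limma. All 24 had no overlap between the arrays of the strains, on which they were selected, as had 4.243% of all genes. The largest rise was again that of *hmg-11*, from a log2 value of 4.84 ± 0.201 (SD, n = 4) to 7.32 ± 0.224 (SD, n = 4), a log2 fold change of 2.48 (standard error 0.117, adjusted p = 1.21e-08 from limma). The other genes that rose, besides *far-3*, were *dct-8* with a log2 fold change of 1.65, *M03A1.8* with 1.05 and *F45E10.2* with 0.95, at adjusted p between 0.0399 and 0.0468. The largest fall was that of *pho-4*, from 8.63 ± 0.189 (SD, n = 4) to 6.54 ± 0.186 (SD, n = 4), a log2 fold change of -2.09 (standard error 0.125, adjusted p = 1.55e-07 from limma). After *alfa-1* came *ugt-64* with -1.52 (standard error 0.102, adjusted p = 6.74e-07 from limma). It was followed by *T19C9.8* with a log2 fold change of -1.43, *mbug-1* with -1.27, *clec-43* with -1.21, *F23B2.7* with -1.17 and *clec-72* (adjusted p = 0.000669 from limma). Of the 294 effector genes of innate immunity, 5 fell and 0 rose. They were the lectin genes *clec-43*, *clec-72*, *clec-205* with a log2 fold change of -0.78 and *clec-227* with -0.85, and *thn-2* with -0.73. Adjusted over the list alone 18 of these were lower and 3 higher, and at an unadjusted p under 0.05 38 were lower and 24 higher. The 5 were more than the 0.277 expected among the 24 genes (one-sided Fisher's exact test, p = 6.99e-06, adjusted p = 0.000287 over the 41 lists). With the 8 starved arrays fitted alone 0 of the 294 genes passed (Fisher's exact test, p = 1), and with 1 array left out p ran up to 0.0068, without mutant starved replicate 2. Camera gave the 294 genes no direction (adjusted p = 0.406). Camera placed 12 of the 41 lists apart. The 19 oocyte genes led and were lower at a median log2 fold change of -0.22 (adjusted p = 2.38e-08, and adjusted p = 0.492 with an estimated correlation), followed by 22 germline genes at -0.17 (adjusted p = 6.07e-08, and 0.492 with an estimated correlation). The 71 genes of molting and hedgehog-related signalling were higher at a median of 0.13 (adjusted p = 7.28e-05), the 40 insulin-like peptide genes at 0.11 (adjusted p = 0.00061) and the 20 fasting response genes at 0.22 (adjusted p = 0.00641), each at an adjusted p of 0.492 with an estimated correlation. Without N2 starved replicate 3 the molting list had a median of 0.03 (adjusted p = 0.191) and the fasting response list one of 0.01 (adjusted p = 0.39), so neither passed camera. The oocyte, germline and insulin-like lists passed it whichever array was left out, with adjusted p of up to 2.9e-06, 1.66e-05 and 0.0479. On the 8 starved arrays alone, however, 9 of 35 splits into 4 and 4, the real one included, had as many lists passing camera. As many splits had a list with as small a camera p, so chance stays open for these shifts. Of the members of the oocyte, germline, molting, insulin-like and fasting response lists 0 passed limma. At an unadjusted p under 0.05 13 oocyte, 8 germline and 1 insulin-like genes were lower and 14 molting, 9 insulin-like and 4 fasting response genes higher. Adjusted over each list alone, 12 oocyte, 4 germline and 1 insulin-like genes were lower and 1 molting, 4 insulin-like and 4 fasting response genes higher. The count of 24 was 71 without N2 starved replicate 1 (44 higher and 27 lower) and 67 without mutant starved replicate 1 (29 higher and 38 lower). It was 11 without mutant starved replicate 2 (1 higher and 10 lower) and 14 without mutant starved replicate 4 (2 higher and 12 lower). The balance of higher and lower genes therefore depends on single arrays. At an unadjusted p under 0.05 1238 genes were higher and 1853 lower by limma. The number passing was 6 with the 8 starved arrays fitted alone and 94 with arrays weighted by their quality (46 higher and 48 lower). By the methods' t-test it was 643 higher and 1119 lower at an unadjusted p under 0.05, and 3 genes after adjustment. Of the 24 genes, 11 passed limma whichever of the 8 arrays was left out. The genes *far-3*, *dct-8* and *M03A1.8* passed in 3 of those 8 fits and *F45E10.2* in 2, with adjusted p of up to 0.208, for *dct-8*. These 4 were lost without N2 starved replicate 2, mutant starved replicate 2 or mutant starved replicate 4, with the replicate number as a block and with the 8 starved arrays fitted alone. The lectin genes *clec-227*, *clec-43* and *clec-205* passed in 6, 5 and 4 of the 8 fits, each being lost without mutant starved replicate 2.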

(TIF)

S3 Fig Characterization of *C*. *elegans* lacking the orthologue of C9orf72, *alfa-1*. (A) Representative image of Nile Red staining patterns in well-fed adult worms. Both Nile Red staining patterns (upper panels) and DIC images (lower panels) are shown. Scale bar: 100 μm. (B) Quantification of the lipid particles stained with Nile Red in adult wild-type and *alfa-1(ok3062) C*. *elegans* under well-fed conditions. [*p* = 0.3140, n = 5 for all groups]. (C) Immunoblotting of HLH-30::GFP in wild-type and *alfa-1(ok3062)* worms under starvation conditions. (D) Quantification of HLH-30::GFP levels in (C) with actin as the control. [*p* = 0.5788, n = 3 for all groups]. (I) The percentages of worms surviving to adulthood after incubation of L1 worms in M9 buffer without food for 2 days for N2, *alfa-1(ok3062)*, *hlh-30(tm1978)*, and *alfa-1(ok3062);hlh-30(tm1978)* [*p<0.05, and n = 3 for all groups]. Distribution of data points is presented with mean ± SD.
(TIF)

S4 Fig Inhibition of mTOR by rapamycin enhances HLH-30::GFP translocation into the nucleus in *C*. *elegans*. (A) Representative images of HLH-30::GFP in wild-type and *alfa-1(ok3062)* L1 *C*. *elegans* that were treated with DMSO or rapamycin in the absence of food. Enlarged images of boxed areas are shown in each panel. (B) Percentages of nuclear HLH-30::GFP in starved L1 with or without rapamycin. [*p<0.05, **p<0.0001, n = 10 for DMSO groups and n = 15 for rapamycin groups]. Distribution of data points is presented with mean ± SD. Scale bar: 20 μm.
(TIF)

S5 Fig The interaction between C9orf72 and Rag GTPases. (A) Co-immunoprecipitation analysis of C9orf72-Flag and HA-Rag. HEK293 cells were transfected with the indicated plasmids, cell lysates were prepared at 48 hr post-transfection, and IgG or FLAG-tagged immunoprecipitates were analyzed by immunoblotting with anti-FLAG and anti-HA antibodies. (B) Reciprocal co-immunoprecipitation analysis of HA-Rag and C9orf72-Flag. Cell lysates were prepared as described above, and IgG or HA-tagged immunoprecipitates were analyzed by immunoblotting with anti-FLAG and anti-HA antibodies. (C) Co-immunoprecipitation analysis of C9orf72-Flag and different HA-Rag isoforms. HEK293 cells were transfected with the indicated plasmids, cell lysates were prepared as described above, and IgG or FLAG-tagged immunoprecipitates were analyzed by immunoblotting with anti-FLAG and anti-HA antibodies. (D) Co-immunoprecipitation analysis of C9orf72 and RagA indicates that RagA was detected in C9orf72 immunoprecipitates from HEK293 cells. (E) Immunoblotting analysis showed that RagC protein levels were decreased in *C9orf72*^*-/-*^ MEF cells under amino acid starvation or stimulation conditions. (F) Quantification of RagC poteins in the lysosome fractions from HEK293 cells treated with either C9orf72 or control shRNAs under amino acid starvation or stimulation conditions as shown in Fig 4G. RagC levels were normalized against LAMP1 levels. [*p*<0.5, and n = 3 for all groups]. Distribution of data points is presented with mean ± SD.
(TIF)

S6 Fig The schematic diagram for the role of C9orf72 in the regulation of Rag GTPases and TFEB signaling. When normal cells are stimulated with amino acids, Rag GTPases recruit mTOR and TFEB on the lysosome surface where mTOR phosphorylates TFEB. The phosphorylated TFEB is inhibited to translocate into the nucleus where it regulates the downstream genes. C9orf72 interacts with the Rag GTPases and mediates the regulation of mTOR and TFEB function. Upon loss of C9orf72, the Rag GTPase level is decreased on the lysosome, leading to impaired mTOR signaling and reduction of TFEB on the lysosome. As a result, TFEB is abnormally translocated into the nucleus and alters the expression of metabolic genes in the absence of C9orf72.
(TIF)

S1 Table List of primers used for qPCR.

# Supplementary material for: C9orf72/ALFA-1 controls TFEB/HLH-30-dependent metabolism through dynamic regulation of Rag GTPases
**Source:** PLoS Genet. 2020 Apr 13;16(4):e1008738. doi: 10.1371/journal.pgen.1008738
**Supplement:** S1 Table

**Supplemental Table 1. List of primers used for qPCR.**

| GENE | PRIMER SEQUENCES | REFERENCES |
| --- | --- | --- |
| *atg-9* | GGCCGCCATCCACTCATCGG  / TTGACGTCGTGCCGCCGTAG | Lapierre *et al*., 2013^†^ |
| *sqst-1* | TGGCTGCTGCATCATCCGCT  / TCAATCGTGCCGAGACCGGG | Lapierre *et al*., 2013^†^ |
| *lipl-1* | CGGTTTGCGCTGGACTTA  /GAACACGAGTTGCGTTAA | Arvidsson *et al*., 2008^‡^ |
| *lipl-2* | AATACGAGTCAAATCATTGAA  /GTAACACTCGTTTTTCCATAA | Arvidsson *et al*., 2008^‡^ |
| *lipl-3* | ATGGGCAGGCAAATCCACCA  /AGTTGTTCTGCGCAATTATA | Arvidsson *et al*., 2008^‡^ |
| *lipl-5* | CATATGACTACCCCCCAAATCA  /CCATGTTACGTTTGTTTTCCCAAA | Arvidsson *et al*., 2008^‡^ |

^†^ Lapierre LR, De Magalhaes Filho CD, McQuary PR, Chu CC, Visvikis O, Chang JT, et al. The TFEB orthologue HLH-30 regulates autophagy and modulates longevity in Caenorhabditis elegans. Nature communications. 2013;4:2267. doi: 10.1038/ncomms3267. PubMed PMID: 23925298; PubMed Central PMCID: PMCPMC3866206.

^‡^ Samuel Arvidsson, Miroslaw Kwasniewski, Diego M. Riano-Pachon and Bernd Mueller-Roeber: QuantPrime - a flexible tool for reliable high-throughput primer design for quantitative PCR. *BMC Bioinformatics* 2008, 9:465

How the deposited data were processed for this re-analysis (not part of the article)

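Whole worms of the wild-type strain N2 and of the mutant strain *alfa-1(ok3062)* were collected at the L3/L4 stage, well-fed or after 6 hr without food, and their RNA was measured on Affymetrix C. elegans arrays, 4 arrays for each strain and condition and 16 in all. The deposited values are log2 expression values per probe set made by the authors, and the submitters' processing notes name RMA and Partek, whose versions are not given in the sources used here. RMA corrects the background, normalizes the arrays to each other by quantiles and summarizes the probes of a probe set by median polish, so that a change shared by most genes on an array would be removed before deposit. The values ran from 1.84 to 14.2 and the median of an array from 5.80 to 5.85. No value was a scanner intensity, so a signal over background could not be given per probe set, and the number of arrays limits the precision.

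From these log2 values the following was computed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The platform table paired 25546 of the 29317 probe sets with 1 gene and 646 with several, and 3125 were not listed in it. Of the probe sets of 1 gene, 25495 matched the RefSeq table by gene identifier and 0 symbols were changed by it. For the 37 genes with several probe sets, the probe set with the highest mean over all arrays was used, and in 6 of these genes the probe sets disagreed at an unadjusted p under 0.05 in a comparison of the strains. This left 25498 genes. Limma was fitted to all 16 arrays with 4 group means and 12 residual degrees of freedom, with default empirical Bayes settings. The 5 comparisons were mutant against N2 in well-fed and in starved worms, starved against well-fed within each strain, and the interaction. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene passed at an adjusted p under 0.05.

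A total of 41 gene lists was tested in each comparison, by limma counts over all genes and adjusted over the list alone, by camera with a preset correlation of 0.01 and with an estimated one, and by a one-sided Fisher's exact test against all genes tested. The lists came from general knowledge of worm genes and not from Ingenuity Pathway Analysis, whose categories were not used here. Of the camera results, 3 of 18 lists in the starvation comparison of N2 passed with an estimated correlation, and 0 of 3, 12, 17 and 10 in the well-fed, starved, mutant starvation and interaction comparisons. Genes are named in the text by this rule: the 8 largest rises and 8 largest falls among genes that passed and had no overlap between arrays, the worm genes the paper names and the Rag and mTOR orthologs, the vitellogenins and col-19, and the 4 members of smallest p of each list. Any other gene named was chosen after its values were seen. Positions were used to find which genes neighbour each other, which lie within 1, 2 or 4 Mb of *alfa-1* and which lie on each chromosome, in the assembly WBcel235, since the build behind the array annotation is not given in the sources used here.

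The fit was tested on simulated data with independent normal noise and, for each gene, 1 spread pooled over the 4 groups of these arrays. In it 67 of 25498 genes in the well-fed comparison were given a log2 change of 0.5, 67 one of 1 and 66 one of 2. Limma recovered 38.8%, 88.1% and 100% of these, so most changes of 0.5 on the log2 scale were missed in this simulation. Recovery was counted in no other comparison. The median spread of a gene within a group was 0.139 in well-fed N2 and 0.135 in the well-fed mutant. It was 0.171 in starved N2 and 0.168 in the starved mutant, so the pooled spread is not that of the well-fed arrays. The shares therefore hold only for this simulated setting with few genes changed. The alternatives were each array left out in turn, the replicate number as a block, the 8 arrays of a comparison alone, median centring, a further quantile or cyclic loess normalization, array weights, an intensity trend in the prior, a filter on dim probe sets, all probe sets, a fold of at least 1.5, unadjusted p-values, and, for the lists that passed camera, each array left out, which was chosen after seeing the data. A further alternative was the methods' t-test, which the paper names for its statistics in general without naming a threshold for the arrays. Every sample was used, and 0 columns of values were left without a sample.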

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

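The tests on neighbouring genes, the comparison with other strain variants, the well-fed oocyte test, the exchange of arrays, the arrays left out in pairs, the lists with each array left out and the splits with lists are tests chosen only after the results they bear on were seen. The count of lipid genes over other splits is treated as such too, since it was run again after an error in it was found. The correlation with starvation was planned, but the demand that it also exceed those of other splits was added after its value was seen.

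Among 208 groups of 4 arrays, made of 48 genes and 4 array measures, 13 had an array far from the other arrays of its group by Dixon's ratio, where chance gives about 1 in 20, or 10.4. The ratio was 0.98 for *sqst-1* on N2 starved replicate 1, the highest of its group, and 0.846 on mutant starved replicate 1, the lowest of its group. For *F35F10.13* it was 0.837 on N2 starved replicate 1 and 0.893 on mutant starved replicate 2. For *clec-227* it was 0.957 on N2 starved replicate 3 and 0.975 on mutant well-fed replicate 2. For *Y19D10B.4*, named after its values were seen, it was 0.845 on N2 well-fed replicate 4 and 0.941 on mutant well-fed replicate 2. The other genes were *asm-2* on N2 well-fed replicate 1 with 0.899, *dct-8* on N2 well-fed replicate 3 with 0.86 and *lgg-1* on mutant starved replicate 3 with 0.865. Of the array measures, the second principal component, with 15.3% of the variance, had a ratio of 0.842 on N2 starved replicate 3, and the median of all probe sets had 0.876 on mutant well-fed replicate 1, at 5.85 against a mean of 5.82 on the other arrays.

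The 8 well-fed arrays alone gave 22 genes between the strains, and none of the other splits of these arrays into 4 and 4 gave more than 1. So 1 of 35 splits was as large, the smallest share that this design allows. An arbitrary division of these arrays did not give as many genes, but a chance difference between the cultures of the strains is not excluded. The 8 starved arrays alone gave 6 genes between the strains, another split gave 344, and 2 of 35 were as large, so chance cannot be excluded for the number of genes in the starved worms. For 6 hr without food, 1 of 35 splits was as large in N2 (4268 genes on 8 arrays, highest other 0) and 1 of 35 in the mutant (6305 genes, highest other 0). Every other split puts fed and starved arrays on both sides, which widens the spread within a side where many genes differ with starvation. Their counts of 0 therefore do not exclude chance. The starvation comparisons of N2 and the mutant share no array, however. Their changes had a Pearson correlation of 0.8075 across genes, and of 3700 genes passing in both 0 went in opposite directions. This argues against an arbitrary division of the arrays as the source of these genes. It does not separate food from age or handling. Of the 24 genes of smallest p between the strains on the 8 starved arrays, 2 were lipid genes, *lipl-1* and *lips-5*, and 1 of 35 splits had as many, with 1 in the highest other split. As 0 lipid genes passed limma on these 8 arrays, this count concerns the ranking only, and whether the lipid genes that passed with all 16 arrays differ by chance is left open.

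The split with 344 genes crosses the strains and divides the starved arrays otherwise. It sets N2 starved replicate 1 and mutant starved replicates 2, 3 and 4 against mutant starved replicate 1 and N2 starved replicates 2, 3 and 4, with 331 genes higher on the former side. An exchange of the arrays numbered 1 is argued against by *alfa-1* itself, whose log2 value was 9.503 on the array labelled N2 starved replicate 1, above the highest mutant array at 7.67. A candidate explanation is that worms of different tubes had gone to different degrees into starvation. The difference across the split had a Pearson correlation across genes of 0.337 with the mean effect of starvation, and all 60 of its genes that also passed in both strains' starvation comparisons lay further in the direction of starvation. However, 5 of 35 splits had a correlation as large and the highest other had 0.441, so the correlation does not set this split apart from others. The first principal component (46.6% of the variance) lay at -33.15 to -25.17 on the fed arrays. It lay at 34.36 to 43.28 on the former side and at 16.55 to 30.27 on the latter, further from the fed arrays on the former. The component was computed from these same arrays and the split was picked among 35, so the explanation stays open. Left out together, the arrays numbered 1 gave 902 genes between the starved strains and 172 in the interaction, against 10 to 93 and 0 for the 15 other pairs of 1 array per strain. They were picked for their values, so these counts are not evidence.

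Genes that differed between the strains lay near each other more often than random genes. Of the 35 genes of either comparison, 11 had another of them at most 20 tested genes away, against a mean of 1.8 in random draws (p = 2e-04, permutation test). Of the 23 genes of the well-fed worms, it was 7 against 0.767 (p = 2e-04, permutation test of 10000 draws in the assembly WBcel235), and of the 24 genes of the starved worms 2 against 0.842 (p = 0.352), with 0 against 0.422 at 10 genes (p = 1) and 6 against 2.05 at 50 genes (p = 0.0667), a difference between the comparisons that was not tested. Families of neighbouring genes that vary between any worm samples may account for it. With the genes of smallest p from other splits, 3 of 35 splits of the well-fed and 17 of 35 of the starved arrays had as many neighbours (6 in the real well-fed split and 6 in the highest other, 2 and 4 in the starved). At 10 genes the well-fed count was 1 of 35 and at 50 genes 2 of 35. Sequence variants of the mutant strain other than the *alfa-1* deletion cannot be told apart from an effect of *alfa-1*, since each strain is 1 line, and 22 of the 23 genes had the same sign in the starved worms, as either would give. The methods state that mutant strains were backcrossed to N2, which limits such variants away from *alfa-1*. Within 2 Mb of *alfa-1* lay 1 gene of each comparison besides *alfa-1*, *cct-4* (one-sided Fisher's exact test, p = 0.692 and 0.708), and within 4 Mb 3 genes of the well-fed (p = 0.361) and 5 of the starved comparison (p = 0.0657), *hmg-11* and *pho-4* among both.

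The oocyte list was lower in the starved mutant at a median log2 fold change of -0.22. It was -0.167 without N2 starved replicate 3, the array furthest out on the second component (camera, adjusted p = 1.63e-06), which argues against that array as the whole cause. The spread of the starved arrays stays open: 1 of 35 splits shifted this list by as much (highest other 0.192), but the list was picked on these arrays, and with the list chosen again in each split 9 of 35 had a list with as small a camera p (3.66e-09 in the real split, 5.64e-13 in the smallest other). In the well-fed worms the list had a median of -0.0107 (quartiles -0.0609 and 0.013). By the methods these worms were frozen at once, so they were younger than the starved worms. The list was also lower in fed than in starved worms of either strain. A difference in stage between the strains could then show only after the hours without food. The well-fed median therefore cannot decide whether the stages differed before the food was removed. The list had the smallest p of 41, its camera result had an adjusted p of 0.492 with an estimated correlation, and 0 of its 19 genes passed limma, with 13 at an unadjusted p under 0.05. No biological explanation is put forward.

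The number of lists passing camera with the preset correlation on the 8 arrays of a comparison was reached by other splits in every comparison, so chance cannot be excluded for it. It was 1 list in the well-fed strains (29 of 35 splits, highest other 7), 11 in the starved strains (9 of 35, highest other 12), 18 for starvation in N2 (5 of 35, highest other 23) and 17 in the mutant (2 of 35, highest other 18). For starvation, the other splits that reached the number put 3 arrays of 1 condition and 1 array of the other on a side. They keep part of the difference with starvation, so they cannot decide whether chance gave those counts.

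The change between the strains differed between fed and starved worms by the interaction test of camera in 10 lists, each lost with an estimated correlation at an adjusted p of at least 0.716. The adjusted p was 0.000168 for oocyte genes, 0.00072 for molting genes and 0.000792 for germline genes. It was 0.0144 for aminoacyl-tRNA synthetases, for fasting response genes and for ribosomal proteins, and 0.0285 for insulin-like peptides, heat shock genes, vitellogenins and sperm genes other than the major sperm proteins. With each of the 16 arrays left out in turn, only the oocyte and germline lists passed in every fit. Without N2 starved replicate 3 the adjusted p was 0.316 for the molting, fasting response, insulin-like and heat shock lists. Without mutant starved replicate 2 it was 0.134 for the synthetases and 0.124 for the sperm genes, and without N2 starved replicate 4 0.352 for the ribosomal proteins and 0.109 for the vitellogenins.

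The paper's text does not report on single genes of these arrays besides its categories. The genes called between the strains in both fed and starved worms include 10 that it does not name, led by *hmg-11* and *pho-4*. Its text also gives no result for starvation within a strain, where 5707 genes passed in N2 and 6440 in the mutant.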

How the results depend on the processing

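The arrays left out in pairs, the count of *lipl-1* and *far-3* as 1 gene and the camera lists with each array left out were chosen after seeing the data. The fall of *alfa-1* kept its direction and passed in every setting (log2 -1.95 to -1.60), and no named gene that passed turned its direction. The genes *hmg-11*, *alfa-1* and *pho-4* passed in both comparisons of the strains under every setting. Left out in turn, single arrays gave 16 to 20 genes between the fed strains (23 with all arrays), 11 to 71 between the starved strains (24), 4392 to 5555 for starvation in N2 (5707), 4990 to 6545 in the mutant (6440), 9 to 13 shared genes (12) and 0 in the interaction. The lowest count of the starved strains was without mutant starved replicate 2, with 14 without mutant starved replicate 4, 67 without mutant starved replicate 1 and 71 without N2 starved replicate 1.

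For the lipid list in starved worms the Fisher's exact p ran from 1.58e-05 to 1 with 1 array left out (3.66e-05 with all), lost without N2 starved replicates 2 (1) and 3 (0.134) and mutant starved replicates 2 (1) and 4 (1), and its camera p from 0.035 without N2 starved replicate 1 to 0.935. It was 0.104 at unadjusted p-values and 1 with the 8 arrays alone, the replicate block, the methods' t-test after adjustment, and without N2 starved replicate 3 and mutant starved replicate 2 together. Its camera p of 0.136 was 0.0191 after quantile normalization, 0.00605 after cyclic loess and 0.0168 over the 15381 genes left by the filter on dim probe sets. For the lipid list in well-fed worms the Fisher's exact p of 0.168 was 0.0078 at unadjusted p-values, 0.00045 with array weights and 0.000488 by the methods' t-test without adjustment. The camera p of the amino acid list in starved worms, 0.447, was 0.0177 after cyclic loess. The effectors of innate immunity in starved worms, tested under these settings only after their result was seen, had a Fisher's exact p of 7e-06, which ran from 3.66e-12 to 0.0068 with 1 array left out and was 1 with the 8 arrays alone and by the methods' t-test after adjustment.

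The counts between the strains in fed and starved worms were 45 and 94 with array weights, 1794 and 1762 by the methods' t-test without adjustment and 6 and 3 with it. In starved worms the 8 arrays alone gave 6, the arrays numbered 1 left out 902 (and 172 in the interaction), and N2 starved replicate 3 and mutant starved replicate 2 left out 12. The shared genes were 5 with the 8 arrays alone, 163 by the methods' t-test without adjustment and 3 with it. A fold of at least 1.5 left 2232 and 2738 genes for starvation in N2 and the mutant, and the methods' t-test after adjustment 3042 in N2. With the replicate number as a block, 11 genes passed between the starved strains and 19 between the fed strains. The numbers share no stated origin, 3 of 16 pairs of arrays with the same number had deviations correlated above 0.1 (range -0.472 to 0.149), and 1 correlated best with its own number. Where a count falls with fewer arrays the smaller design is part of the cause. For the other settings the cause was not tested. Log2 values without scanner signals leave signal over background unknown, which limits what can be said of dim genes.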

Differences from the paper's values

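The paper's text gives no number for these arrays that was also computed here. It names lipid metabolism as the leading function of the genes that differ between the strains under both conditions. Its methods name unpaired t-tests in general, and it states no threshold for a single gene of the arrays. With lists set before the data were examined, lipid metabolism held 4 of the 24 genes in starved worms (one-sided Fisher's exact test, adjusted p = 0.00075), second to the effectors of innate immunity with 5 of 24 (adjusted p = 0.000287), and 1 of the 23 genes in well-fed worms (p = 0.168). This order depends on single arrays: by the Fisher's exact test lipid metabolism came before innate immunity without N2 starved replicate 1 (p = 2.2e-05 and 0.000171) and without mutant starved replicate 1 (p = 1.58e-05 and 0.00106). With the 8 starved arrays fitted alone 0 genes of either list passed. In the well-fed worms the list did pass the Fisher's exact test over the genes at an unadjusted p under 0.05 from limma (p = 0.0078), with array weights (p = 0.00045) and over the genes at an unadjusted p under 0.05 by the methods' t-test (p = 0.000488). The other settings gave p from 0.148 to 1 for the well-fed worms.

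The paper also names amino acid metabolism as highly relevant in starved worms. Of 78 genes of that list 0 passed limma between the starved strains, with 10 at an unadjusted p under 0.05 where 9.46 were expected (one-sided Fisher's exact test, p = 0.476) and 1, *odc-1*, when adjusted over the list alone. With array weights 1 member passed (Fisher's exact test, p = 0.251). The setting that set the list apart was the cyclic loess normalization, by camera alone (p = 0.0177 with its preset correlation). The lists used here are not those of Ingenuity Pathway Analysis.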

Other observations

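No test in this part was chosen after its result was seen except the grouping of chromosomes, the count of neighbours as 1 and *sqst-1* with arrays left out. In both strains a large share of the genes differed between fed worms and worms kept 6 hr without food. By the methods the fed worms were frozen at once, so that the starved worms were also 6 hr older and had been in M9 buffer, while the labels give the fed worms the same 6 hr in M9 buffer with food, and the effect of food cannot be told apart from these. In N2 2759 genes rose and 2948 fell, and in *alfa-1(ok3062)* 2791 rose and 3649 fell (limma, 22.38% and 25.26% of 25498 genes). After median centring 2979 rose and 2756 fell in N2, and 2845 rose and 3458 fell in the mutant, so the balance in N2 depends on the scaling. The gene *mtl-1*, which encodes a metallothionein, rose by 4.32 on the log2 scale in N2 (standard error 0.226, adjusted p = 4.03e-08) and by 3.77 in the mutant (standard error 0.226, adjusted p = 9.57e-08). The linker histone gene *hil-1* rose by 3.14 in N2, and the small heat shock gene *hsp-12.6*, a DAF-16 target, by 2.64 in N2 and 2.50 in the mutant. The acyl-CoA synthetase gene *acs-2*, of fatty acid oxidation, had a log2 fold change of -2.17 in either strain, and the yolk protein gene *vit-4* one of -1.67 in N2 and -2.03 in the mutant. Of genes of insulin signalling, *daf-2* rose by 0.75 and 0.64 and *daf-16* by 0.53 and 0.58, while the kinase gene *sgk-1* fell by 0.36 and 0.43.

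More amino acid and lipid genes fell than rose with starvation in both strains. Of 78 amino acid genes 33 fell and 2 rose in N2 and 41 fell and 2 rose in the mutant (camera, adjusted p = 9.15e-09 and 1.67e-07, and 0.0427 and 0.0661 with an estimated correlation). Of 203 lipid genes 77 fell and 13 rose in N2 and 73 fell and 24 rose in the mutant (adjusted p = 1.07e-05 and 0.00072, and 0.0481 and 0.152 with an estimated correlation). Adjusted over the list alone, 39 amino acid genes were lower and 4 higher in N2 and 43 lower and 2 higher in the mutant, and 88 lipid genes lower and 19 higher in N2 and 81 lower and 28 higher in the mutant. Of 17 peroxisomal β-oxidation genes 12 fell in each strain (camera, adjusted p = 1.41e-05 and 1.74e-05, and 0.0877 and 0.152 with an estimated correlation). Of 19 subunit genes of the lysosomal V-ATPase 12 fell in N2 and 11 in the mutant (camera, adjusted p = 1.79e-06 and 1.585e-05, and 0.138 and 0.19 with an estimated correlation). Of 28 autophagy genes 11 rose and 0 fell in N2, and 9 rose and 1 fell in the mutant (adjusted p = 0.00039 and 0.000248, and 0.388 and 0.475 with an estimated correlation). Of 19 oocyte genes 17 rose in N2 and 5 in the mutant, with list medians of 0.37 and 0.21 (camera, adjusted p = 2.15e-09 and 0.000496, and 0.261 and 0.607 with an estimated correlation), and 0 of them passed the interaction test by limma, with 3 at an unadjusted p under 0.05. The changes with starvation in the strains had a Pearson correlation of 0.8075 across genes, which are not independent replicates. They shared 1466 genes that rose, where 302 were expected of independent lists, and 2234 that fell, where 421.89 were expected, and 0 genes passed in opposite directions.

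The paper reports by RT-qPCR that *atg-9*, *sqst-1*, *lipl-1*, *lipl-2*, *lipl-3* and *lipl-5* are higher in the mutant at L1 diapause, a stage not measured on these arrays. At L3/L4 the log2 fold changes between the mutant and N2 in starved worms were 0.06 for *atg-9*, 0.33 for *sqst-1*, -0.02 for *lipl-2*, 0.44 for *lipl-3* and -0.11 for *lipl-5*, none of which passed limma, and -0.92 for *lipl-1*, which fell. The value of *sqst-1* depended on a pair of arrays that lie apart from their groups and were chosen after their values were seen. It was 0.48 without N2 starved replicate 1 (adjusted p = 0.183 from limma) and 0.52 without mutant starved replicate 1 (adjusted p = 0.115 from limma). Without both it was 0.68 (adjusted p = 0.00326 from limma). These arrays were the highest of starved N2 and the lowest of the starved mutant for *sqst-1*. Leaving them out must raise the difference, so these values are not evidence of a rise. In well-fed worms the log2 fold changes of these genes were, in the same order, 0.03, -0.27, 0.19, 0.08 and -0.06, and -0.80 for *lipl-1*. The log2 fold change of *hlh-30* was -0.04 in well-fed and 0.03 in starved worms (adjusted p = 1.00 and 0.903 from limma). With starvation *sqst-1* rose by 0.71 in N2 and 1.31 in the mutant and *atg-9* by 0.27 and 0.30, while *lipl-1* fell by 0.68 and 0.79 and *lipl-2* rose by 1.05 and 0.84 (adjusted p between 8.79e-05 and 0.0182 from limma), and *hlh-30* rose by 0.21 in the mutant (adjusted p = 0.0435) with 0.15 in N2 (adjusted p = 0.172). None of these genes passed the interaction test with all 16 arrays.

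Of the 22 genes besides *alfa-1* that differed between the well-fed strains, 12 lie on chromosome V where 5.25 were expected (one-sided Fisher's exact test, p = 0.00187, adjusted p = 0.0224 over the chromosomes of both comparisons). This test takes neighbouring genes as independent, and with neighbours at most 20 tested genes apart counted as 1, a choice made after the positions were seen, it was 8 of 18 against 4.3 (Fisher's exact test, p = 0.0443, not adjusted). In the starved comparison 8 of 23 lie on chromosome V against 5.49 (Fisher's exact test, p = 0.162) and 8 on chromosome II against 3.74 (Fisher's exact test, p = 0.024, adjusted p = 0.144). Of the 34 genes that differed in either comparison, 32 lie on chromosomes II, IV and V where 18.9 were expected (Fisher's exact test, p = 7.56e-07), a grouping chosen after the positions were seen.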
